# An intrinsic tumour eviction mechanism in *Drosophila* mediated by steroid hormone signalling

**DOI:** 10.1038/s41467-018-05794-1

**Published:** 2018-08-17

**Authors:** Yanrui Jiang, Makiko Seimiya, Tommy Beat Schlumpf, Renato Paro

## Abstract

Polycomb group proteins are epigenetic regulators maintaining transcriptional memory during cellular proliferation. In *Drosophila* larvae, malfunction of Polyhomeotic (Ph), a member of the PRC1 silencing complex, results in neoplastic growth. Here, we report an intrinsic tumour suppression mechanism mediated by the steroid hormone ecdysone during metamorphosis. Ecdysone alters neoplastic growth into a nontumorigenic state of the mutant *ph* cells which then become eliminated during adult stage. We demonstrate that ecdysone exerts this function by inducing a heterochronic network encompassing the activation of the microRNA *lethal-7*, which suppresses its target gene *chronologically inappropriate morphogenesis*. This pathway can also promote remission of brain tumours formed in *brain tumour* mutants, revealing a restraining of neoplastic growth in different tumour types. Given the conserved role of *let-7*, the identification and molecular characterization of this innate tumour eviction mechanism in flies might provide important clues towards the exploitation of related pathways for human tumour therapy.

## Abstract (web summary)

*Drosophila* is an excellent model to study both development and tumorigenesis. Here the authors uncover an innate mechanism for a steroid hormone-induced block to tumorigenesis during metamorphosis of *Drosophila*.

## Introduction

Polycomb group (PcG) proteins are evolutionarily conserved chromatin regulators modulating histone modifications and suppressing target gene expression, required for the maintenance of cellular memory^1,2^. PcG proteins can bind to particular genomic regions, where they mediate specific histone modifications and chromatin compaction, therefore suppressing the expression of the target genes in these loci. Dysregulation of PcG genes is associated with various human cancers, but the mechanisms are incompletely understood^3^.

PcG proteins form two major Polycomb repressive complexes, PRC1 and PRC2, to silence the expression of target genes. Previous studies have shown that the PRC1 components can act as tumour suppressors in *Drosophila*^4,5^. In the developing eye-antennal imaginal discs, for instance, cells homozygous mutant for *ph* overgrow and give rise to neoplastic tumours^4,5^. These tumours can be transplanted and continue to grow in wild-type adult flies^5^.

Here, we carry out studies to investigate the mechanisms underlying tumour formation and growth in *ph* mutants. Unexpectedly, we observe that the tumorigenic *ph* mutant cells are transformed into nontumorigenic cells after metamorphosis, and eventually evicted in adult flies. We show that ecdysone signalling is responsible for the transformation of tumorigenicity. By performing transcriptome analyses we identify miRNA *let-7* as a key target of the ecdysone response in this process. We further demonstrate that mis-expression of *chronologically inappropriate morphogenesis* (*chinmo*), a direct target of both Ph and *let-7*, is required for tumour growth. Furthermore, we show that the *let-7* cascade could also suppress the overgrowth of brain tumours in *brain tumour* (*brat*) mutant flies. Our analyses reveal an intrinsic mechanism that is able to reprogram tumorigenic cells and suppress their malignant growth in adult *Drosophila*.

## Results

### Conversion of tumorigenic *ph*^*505*^ cells during metamorphosis

The *Drosophila* genome encodes two *ph* genes, *ph proximal* (*ph-p*) and *ph distal* (*ph-d*)^6^. *ph*^*505*^ is a loss of function allele of both genes^7^. Homozygous *ph*^*505*^ clones, generated genetically by MARCM (mosaic analysis with a repressible cell marker)^8^ and marked by GFP, overgrow and give rise to large tumours in the larval eye-antennal discs at the wandering third instar (Fig. 1a). The morphology of these clones is in sharp contrast to wild-type GFP-expressing clones (Fig. 1b). After transplanting *ph*^*505*^ eye disc tumours into wild-type adult hosts (Fig. 1c, arrow), *ph*^*505*^ cells continued to proliferate, resulting in the formation of neoplastic tumours (Fig. 1c, d). This indicates that larval *ph*^*505*^ cells are tumorigenic and is also consistent with previously reported results^4,5^. These tumours can recapitulate proliferation after serial retransplantation into new hosts, but they did not give rise to metastatic tumours in other parts of the body (Fig. 1d). In newly eclosed adult flies, GFP-marked *ph*^*505*^ cells can be observed all over the body, including the head, legs, thorax, and abdomen (Fig. 1e). However, this was caused by the expression of the *ey-flp* in all leg discs and the genital disc, producing GFP-marked clones in these tissues as well (see Methods).

**Fig. 1:**
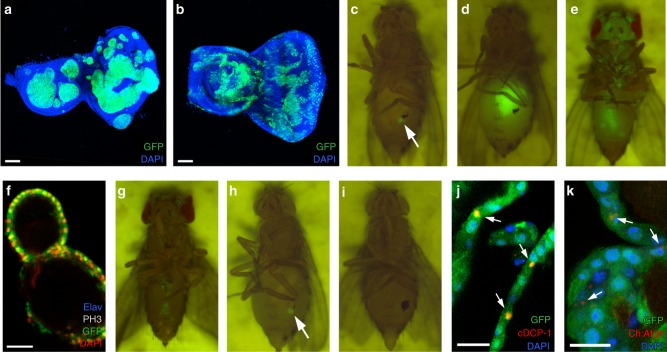
Conversion of tumorigenic *ph*^*505*^ cells into nontumorigenic metamorphed cells. **a**, **b** Confocal images of the eye-antennal discs at wandering third instar containing overgrown *ph*^*505*^ tumour (**a**) or wild-type clones (**b**). Scale bars are 50 μm. **c**, **d** Transplantation of a small piece of the eye disc containing GFP-labelled *ph*^*505*^ cells (arrow) into a wild-type adult host. Pictures of the same host were taken at 1 day (**c**) or at 2 weeks (**d**) after transplantation, showing tumour formation in the abdomen (**d**). **e** GFP-labelled *ph*^*505*^ cells are present throughout the body in the adults at 1 day after eclosion. **f** Confocal image showing the *ph*^*505*^ cells form a single layer of cells in a grape-like structure. The cells do not proliferate (negative for PH3) and do not differentiate into neurons (negative for Elav). Scale bar is 20 μm. **g** The GFP-positive cells disappeared after 4 days in the same fly as **e**. **h**, **i** Transplantation of metamorphed *ph*^*505*^ cells into a new wild-type adult host (arrow). Pictures of the same host were taken immediately after transplantation (**h**) or at 1 week after transplantation (**i**), showing the transplanted cells do not grow but disappear. **j**, **k** Confocal images of metamorphed *ph*^*505*^ cells in the grape-like structures, showing a subset of cells expressing the apoptosis cell marker cDCP-1 (**j**, arrows) or the autophagy cell marker Ch:Atg8 (**k**, arrows). Scale bars are 20 μm. Genotypes: **a**, **e**, **f**, **g**, **j** *ph*^*505*^ *FRT19A/tub-Gal80 FRT19A; +/ey-flp act>STOP>Gal4 UAS-GFP*; **b** *y w FRT19A/tub-Gal80 FRT19A; +/ey-flp act>STOP>Gal4 UAS-GFP*; **k** *ph*^*505*^ *FRT19A/tub-Gal80 FRT19A; UAS-mCherry:Atg8a/ey-flp act>STOP>Gal4 UAS-GFP*

In the head, these marked *ph*^*505*^ cells formed grape-like, single-layered epithelial structures (Fig. 1f; Supplementary Fig. 1a). Surprisingly and in contrast to transplanted tumour tissue, the *ph*^*505*^ tumour cells disappeared gradually during fly adulthood (Fig. 1g; Supplementary Fig. 1b). Immunostainings showed that the single layer of *ph*^*505*^ cells in these spherical structures did not proliferate and did not differentiate into neurons (Fig. 1f). Moreover, after transplantation of these *ph*^*505*^ structures into wild-type hosts (Fig. 1h, arrow), these cells did not grow and also disappeared within a few days (Fig. 1i). A subset of the *ph*^*505*^ cells found in adult flies expressed *Drosophila* cleaved death caspase-1 (cDCP-1) (Fig. 1j), an apoptosis cell marker^9^. In addition, the autophagy marker *UAS-mCherry:Atg8* (Ch:Atg8)^10^ was also expressed in a number of cells (Fig. 1k). These results suggest that there is a conversion of tumorigenic larval *ph*^*505*^ cells into nontumorigenic adult *ph*^*505*^ cells at metamorphosis (henceforth named metamorphed cells), which are then eliminated by either apoptotic and/or autophagic cell death in the adult.

### Ecdysone controls the transformation of *ph*^*505*^ tumour cells

20-hydroxyecdysone (ecdysone) is the key molting steroid hormone controlling metamorphosis of flies^11^. Ecdysone is produced as a series of brief low-level pulses during embryonic and early larval stages. Near the end of third larval instar, a mid-level pulse of ecdysone triggers pupariation^11,12^. The expression of ecdysone increases and reaches the peak level around 48 h after pupa formation. Afterward, ecdysone expression gradually decreases to a low basal level, which is then maintained during adulthood^11,12^. To assess the role of ecdysone in altering the oncogenic potential of *ph*^*505*^ cells, we ectopically expressed a dominant-negative form of the ecdysone receptor (EcR)^13^ in *ph*^*505*^ mutant cells (*ph*^*505*^*; UAS-EcR*^*DN*^). In contrast to metamorphed *ph*^*505*^ cells (Fig. 1e, g), *ph*^*505*^*; UAS-EcR*^*DN*^ cells continued to grow in the adults and resulted in the accumulation of large tumours throughout the body (Fig. 2a). In the head, the tumour mass (Fig. 2b, arrow) could reach a similar size as the adult brain (Fig. 2c, arrowhead). As a result, these flies showed a significantly reduced lifespan (Fig. 2d) and *ph*^*505*^*; UAS-EcR*^*DN*^ cells were able to give rise to neoplastic tumours after transplantation (Fig. 2e). A knockdown of EcR co-receptor Ultraspiracle (Usp) using transgenic RNAi (*ph*^*505*^*; UAS-RNAi-usp*) showed similar results substantiating ecdysone involvement (Supplementary Fig. 2). Hence, the manifestation of the ecdysone pulse at metamorphosis appears directly responsible for suppressing the tumorigenic character of larval *ph*^*505*^ cells. Conversely, a cell-autonomous block of ecdysone signalling retains the tumorigenicity of *ph*^*505*^ cells in the intact adult flies.

**Fig. 2:**
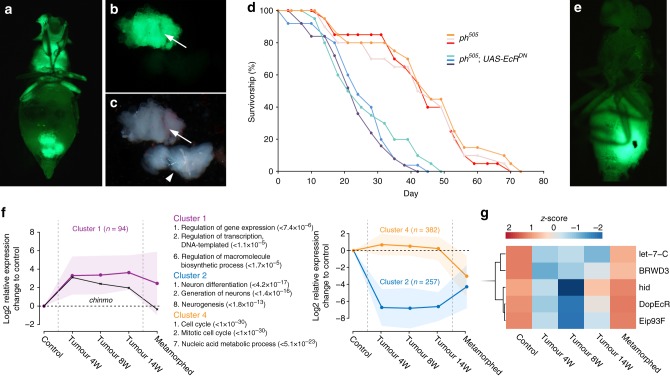
Ecdysone controls the conversion into metamorphed *ph*^*505*^ cells. **a** An adult fly of *ph*^*505*^*; UAS-EcR*^*DN*^ 3 weeks after eclosion, showing the formation of large tumours throughout the body. **b**, **c** Dissected tumour mass (arrow) from the head of an adult fly as in **a**; note the size of the tumour is similar to that of the adult brain (arrowhead in **c**). **d** Survival of *ph*^*505*^ and *ph*^*505*^*; UAS-EcR*^*DN*^ adult flies, showing a strongly reduced lifespan of *ph*^*505*^*; UAS-EcR*^*DN*^ adults. For each genotype, three independent experiments were carried out and indicated by different colours (see Methods for details). **e** Formation of tumours in a wild-type host after transplantation of *ph*^*505*^*; UAS-EcR*^*DN*^ cells dissected from the head. **f** Clustering of significantly differentially expressed genes and their associated GO-terms. Cluster 1 consists of transcription regulators that are upregulated in tumours, some of which return to pretumour levels in metamorphed *ph*^*505*^ cells. Cluster 2 describes genes required for neuron differentiation which are downregulated in both tumours and metamorphed *ph*^*505*^ cells, but cluster 4 consists of genes involved in cell cycle that are only downregulated in the metamorphed *ph*^*505*^ cells. All *n* genes of the respective cluster can be found within the shaded area, whereas the lines denote the mean. The complete clustering analysis result is shown in Supplementary Figure 3. **g** Heat map of five ecdysone responsive genes whose expression was decreased in tumours, but upregulated in the metamorphed *ph*^*505*^ cells. The complete heat map of the expression of all genes known to respond to ecdysone is shown in Supplementary Fig. 4. Genotypes: **a**, **b**, **c** *ph*^*505*^ *FRT19A/tub-Gal80 FRT19A; UAS-EcR*^*DN*^*/ey-flp act>STOP>Gal4 UAS-GFP*; **d** *ph*^*505*^ *FRT19A/tub-Gal80 FRT19A; +/ey-flp act>STOP>Gal4 UAS-GFP* and *ph*^*505*^ *FRT19A/tub-Gal80 FRT19A; UAS-EcR*^*DN*^*/ey-flp act>STOP>Gal4 UAS-GFP*

To better understand how ecdysone exerts its tumour-suppressor function in *ph*^*505*^ cells, we performed transcriptome analyses by mRNA sequencing. 

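RNA was sequenced from 12 samples in 5 groups. The control group held 3 samples of wild-type imaginal discs that had been transplanted into adult hosts, and the tumours were sampled at 4, 8 and 14 weeks of serial transplantation, with 2 samples at each age. The metamorphed *ph*505 cells, recovered from adult flies, made up 3 samples. *ph*505 is a mutant allele that removes the function of both *ph-p* and *ph-d*, the neighbouring genes that encode the Polycomb group protein Polyhomeotic. According to the paper, libraries were made with SMARTSeq2 and NexteraXT, a low-input method that primes cDNA on the poly(A) tail. The control and tumour libraries and the metamorphed libraries were run on different instruments, so instrument and group cannot be told apart for any comparison with the metamorphed cells. No wild-type cells that had passed through metamorphosis were sequenced. Differences between metamorphed cells and the control discs therefore also mix genotype with developmental stage.
The authors aligned the reads with TopHat to the dm6 assembly and deposited log2 CPM, that is, counts scaled to a common library size, for 17521 FlyBase genes. The deposited values step in whole reads above a shared lowest value, and 100.0% of them came out as a whole number of reads once the prior count, 2.0 reads on average, was removed. The reads on genes recovered in this way ranged from 2072498 in control replicate 1 to 81447816 in metamorphed replicate 2. The control replicates 2 and 3 had 26137216 and 17426016 reads, the 6 tumours had between 16619078 and 24144498 with a median of 22616508.5, and the metamorphed samples had a median of 71791011. A gene with 3 reads stood at 1.18 CPM in control replicate 1 and at 0.042 CPM in metamorphed replicate 2, so genes expressed at a low level are measured least precisely in that control. These floors cover counting error only, since reads amplified by PCR are not independent molecules.
Values were returned to linear CPM, genes with a CPM of at least 1 in at least 2 samples were kept (10177 genes), and log2(CPM + 1) was tested with limma in a single model of the 5 groups, with Benjamini-Hochberg adjustment. Adding 1 CPM understates the change of genes expressed at a low level. In comparisons of all tumours, the 3 ages were weighted equally. The normalization factors already contained in the deposited values ranged from 0.611 in the second 14-week tumour to 1.239 in control replicate 2. Replacing this scaling moved the median log2 fold change of all genes in tumours against control from -0.19 to 0.07 with quantile normalization and to -0.43 with CPM of total reads, the latter a setting chosen after the data had been seen.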

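The levels of *ph-p* (FBgn0004861, chromosome X, 2126210 to 2138371 in dm6) and *ph-d* (FBgn0004860, chromosome X, 2115727 to 2123286), the genes mutated in *ph*505, were read in every sample. *ph-p* stood at 53.3, 84.4 and 74.4 CPM in control replicates 1 to 3. In the tumours it stood at 121 and 73.5 CPM at 4 weeks, 114 and 142 CPM at 8 weeks and 99.5 and 164 CPM at 14 weeks, and in the metamorphed cells at 223, 206 and 213 CPM. *ph-d* stood at 69.0, 81.5 and 58.5 CPM in the control replicates, between 43.9 and 132 CPM in the 6 tumours and at 131, 142 and 90.2 CPM in the metamorphed cells. The *ph-p* level was higher in metamorphed cells than in control by a log2 fold change of 1.61 (standard error 0.30, limma, adjusted p = 8.4e-04). In tumours it was higher by 0.72 (standard error 0.26, adjusted p = 0.046), a call that was lost in 10 of the 12 fits that each left out one sample and under several alternatives, among them the median-of-ratios scaling (0.68, adjusted p = 0.059). For *ph-d* neither difference to control passed the threshold, with 0.26 in tumours (adjusted p = 0.53) and 0.77 in metamorphed cells (adjusted p = 0.09). The second passed with only the groups compared in the fit (adjusted p = 0.047), and both passed with each sample's trend with transcript length removed, a setting chosen after the data had been seen (1.16 and 1.33). With CPM of total reads *ph-d* in tumours was at -0.06. An mRNA level does not show whether a loss-of-function allele still makes protein, so these values do not test the genotype of a sample. *ph-p* and *ph-d* are similar neighbouring copies, and reads could have been split between them when the authors counted.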

RNA from metamorphed *ph*^*505*^ cells in adults, 4, 8, 14 weeks old tumours in adult hosts after weekly re-transplantations, and wild-type transplanted discs as control were extracted and sequenced. 

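Among the 10177 genes tested, 5687 differed among the 5 groups at an adjusted p of 0.05 (limma moderated F-test over the 4 contrasts with control). The setting that moved this number most was the threshold itself, with 3817 genes at 0.01. The tumours differed from control in 3664 genes, 1463 of them higher and 2201 lower, and the metamorphed cells in 4132 genes, 2198 higher and 1934 lower. Between metamorphed cells and tumours, 2896 genes were higher and 1829 lower in the metamorphed cells. The balance of higher and lower genes depended on the scaling. In tumours against control, 39.9% of the calls were higher, against 55.4% after quantile normalization and 26.2% with CPM of total reads. For metamorphed cells against control the share was 53.2%, against 36.5% with CPM of total reads, and for metamorphed cells against tumours it was 61.3%, against 43.4% after quantile normalization. Of the genes higher in tumours than in control, 693 were lower again in metamorphed cells than in tumours, and of those lower in tumours, 977 were higher again. In addition, 454 genes were higher and 976 lower than control in both tumours and metamorphed cells.
Taken age by age, 3477 genes differed from control at 4 weeks, 1276 at 8 weeks and 2707 at 14 weeks, with 2 tumours each. Between 14-week and 4-week tumours 10 genes differed, 7 higher and 3 lower, while 962 genes had an unadjusted p under 0.05. Deviations from the group means of the same-numbered 4-week and 14-week tumours correlated across genes with r = 0.27, and with the replicate number as a block 1 gene differed.
The genes with the largest increase in tumours, among those called and with no overlap between tumour and control samples, were *Abd-B*, *pb* and the gene FBgn0261613. *Abd-B*, a Hox gene, stood at 179 ± 27.0 CPM (SD, n = 6) in tumours against 2.32 ± 3.76 (SD, n = 3) in control. FBgn0261613 had at most 2 reads in a control sample and was at least 50.2-fold higher in tumours. The largest decreases were in *lncRNA:CR33938*, *obst-A* and *CG12268*, all under 3 CPM in each tumour. In metamorphed cells the largest increases were in *CG6409*, *CG8785* and *Gs2*, with means between 3300 and 6878 CPM. The largest decreases there were in *lncRNA:CR33938*, FBgn0267727 and *CG34377*, which had 0 reads in the 3 metamorphed samples.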

In total, we identified 2015 significantly differentially expressed genes. Applying k-means clustering on the gene expression profiles across wild-type, tumour and metamorphed samples, groups of genes with similar profiles can be found (Fig. 2f; Supplementary Fig. 3). 

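Of the genes that passed the F-test, 4980 also had an R² of at least 0.7 and a log2 change to control of at least 1 in some group, and their 4 mean log2 changes to control were grouped by k-means with k = 5. In the first cluster, of 1357 genes, the mean log2 change was 1.64 at 4 weeks, 1.07 at 8 weeks and 1.57 at 14 weeks, and 0.75 in metamorphed cells. A cluster of 626 genes stayed near control in tumours, with means between 0.18 and 0.23, and was lower in metamorphed cells, with a mean of -2.54. In 580 genes the level was strongly lower at each tumour age, with means from -4.33 to -4.14, and lower by a smaller amount in metamorphed cells, with a mean of -2.39. A further 1234 genes were moderately lower in tumours, with means from -1.85 to -1.12 and -0.46 in metamorphed cells. The remaining 1183 genes were higher in metamorphed cells, with a mean of 3.50, and between -0.51 and -0.44 in tumours. The SD across the genes of a cluster was between 0.70 and 2.33 in each group. Cluster sizes moved with the processing, and with a pseudocount of 0.1 CPM the cluster nearest to that of the 626 genes held 1485 genes and was also lower in tumours, with means of -1.28, -0.55 and -0.95, and -1.63 in metamorphed cells.

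**Figure D1:**
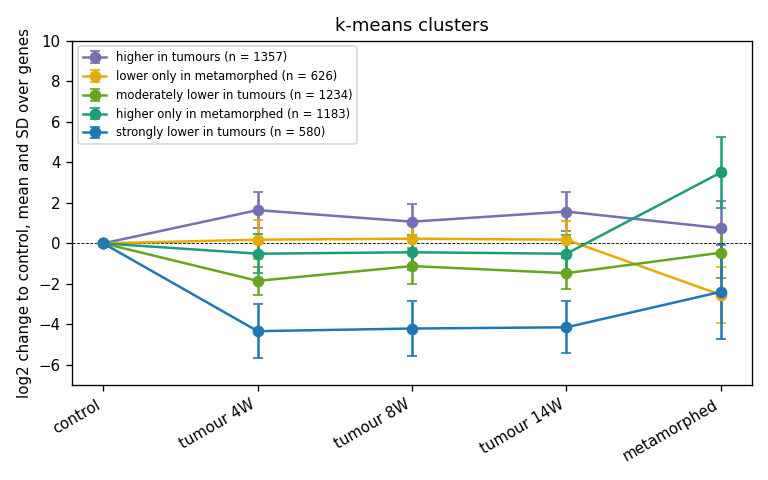
Mean log2 change to control of the 5 k-means clusters at each tumour age and in metamorphed cells, with the control set to 0. Error bars are the SD across the genes of a cluster, and the cluster of 1183 genes rises to a mean of 3.50 in metamorphed cells while the cluster of 626 genes falls to -2.54.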

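Lists of genes for neuronal differentiation, the cell cycle and developmental transcription factors were written from general knowledge of fly genes and tested with camera, limma's competitive test of a gene list, with an inter-gene correlation of 0.01. The neuronal differentiation list was lower in tumours than in control, with a mean log2 fold change of -3.37 over 46 genes (camera, adjusted p = 1.3e-15 over 9 list tests). Of these genes 37 were lower and 1 was higher at an adjusted p of 0.05 over all genes, and 38 differed when the adjustment was made over the list alone. All 6 tumours, with list means between 2.09 and 2.62 on the log2(CPM + 1) scale, lay below the 3 control samples, between 5.41 and 6.01 (exact permutation test, two-sided, p = 0.024, the smallest that 6 against 3 allow). The lowest member, *eya*, stood at 0.348 ± 0.451 CPM (SD, n = 6) in tumours and 444 ± 105 CPM (SD, n = 3) in control, and 27 of the list's genes lay in the cluster strongly lower in tumours. The highest member, *cac*, had a log2 fold change of 1.18 that was not significant (limma, adjusted p = 0.19). It passed with only the groups compared in the fit (adjusted p = 0.035), when metamorphed replicate 2 was left out, and with the transcript length trend removed (2.06, adjusted p = 0.02).
The developmental transcription factor list was higher in tumours, by a mean of 0.57 over 63 genes (camera, adjusted p = 0.0019). Its genes moved in both directions, 25 higher and 14 lower. With the correlation between the genes estimated from the data in place of 0.01, the list did not pass the threshold (unadjusted p of 0.12). The list means in tumours, 3.58 to 4.17, were above those in control, 3.01 to 3.39 (exact permutation test, two-sided, p = 0.024). *Abd-B* was the highest member, and the lowest was *toy*, with a log2 fold change of -7.50 (standard error 0.41, limma, adjusted p = 1.1e-07). Of the list, 23 genes lay in the cluster higher in tumours, 8 in the moderately lower and 7 in the strongly lower cluster. GO terms themselves were not analysed here, and no list was written for metabolic processes.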

Gene ontology (GO) term analysis of the resulting five groups revealed that transcription regulators and genes required for metabolic processes were upregulated in the tumours, but genes involved in neuronal differentiation were downregulated (Fig. 2f; Supplementary Fig. 3). 

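The cell cycle list was lower in metamorphed cells than in control by a mean log2 fold change of -2.84 over 77 genes (camera, adjusted p = 1.2e-20 over the 9 list tests). In this comparison 59 of its genes were lower and 0 higher (63 differed with adjustment over the list alone), and 53 lay in the cluster that was lower only in metamorphed cells. The list means of the 3 metamorphed samples, 2.95 to 3.09 on the log2(CPM + 1) scale, were below those of the control, 5.58 to 6.06. An exact permutation test of 3 samples against 3 cannot give a two-sided p under 0.1, which is the p obtained. The lowest member, *tum*, stood at 0.0747 ± 0.129 CPM (SD, n = 3) in metamorphed cells, 322 ± 63.3 CPM (SD, n = 3) in control and 377 ± 176 CPM (SD, n = 6) in tumours. *RnrS*, the highest member, did not differ between metamorphed cells and control (log2 fold change 0.50, limma, adjusted p = 0.2, and -0.00 with CPM of total reads). In tumours the mean change of the list against control was 0.10 (camera, adjusted p = 0.067). The unadjusted p, 0.052, fell under 0.05 in 7 of the 12 fits that each left out one sample and under several alternatives, among them the replicate block (0.048), and with CPM of total reads the change was -0.21. The list means of tumour and control samples overlapped (exact permutation test, two-sided, p = 0.52). Single genes of the list moved in both directions in tumours, 12 higher and 5 lower. The highest was *Sld5* (log2 fold change 1.74, limma, adjusted p = 0.009) and the lowest *stg* (-1.88, adjusted p = 0.03). Leaving out one sample at a time, the call of *stg* was lost in 5 of 12 fits and that of *Sld5* in 1.
The neuronal differentiation list was also lower in metamorphed cells than in control, with a mean of -2.49 (camera, adjusted p = 2.8e-11), 31 genes lower and 0 higher. Its largest decrease was in *sca*, which had 0 reads in the 3 metamorphed samples and 155 ± 54.7 CPM (SD, n = 3) in control, at least 2897-fold higher when set against the floor of 3 reads. *elav* (FBgn0260400), which encodes the neuronal marker Elav, stood at 123 ± 43.0 CPM (SD, n = 3) in control, 37.2 ± 11.3 CPM (SD, n = 6) in tumours and 27.9 ± 8.90 CPM (SD, n = 3) in metamorphed cells. Its log2 fold change to control was -1.69 in tumours (standard error 0.32, limma, adjusted p = 0.0015) and -2.08 in metamorphed cells (standard error 0.37, adjusted p = 6.1e-04). The decrease in tumours did not pass with the transcript length trend removed (-0.82, adjusted p = 0.054). The gene *arg* overlaps *elav* on the opposite strand and *lncRNA:enrr* on the same strand, and the paper's text does not state whether the counting used strand.

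**Figure D2:**
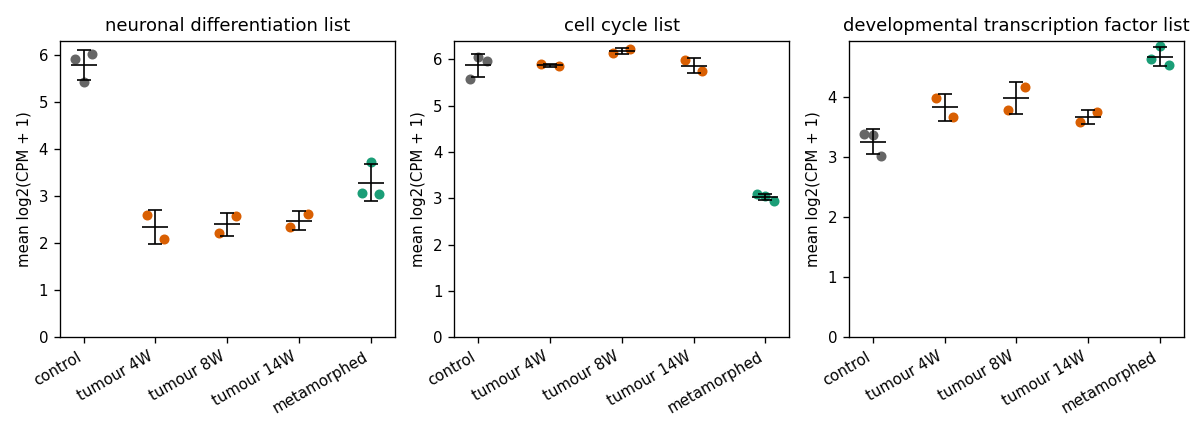
Mean log2(CPM + 1) of the genes of the neuronal differentiation, cell cycle and developmental transcription factor lists in each of the 12 samples (points), with the group mean and SD (bars). The cell cycle list lies between 2.95 and 3.09 in metamorphed cells and at 5.58 or above in all other samples.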

Cell-cycle-related genes were downregulated in metamorphed *ph*^*505*^ cells in addition to the differentiation-related genes (Fig. 2f; Supplementary Fig. 3), when compared to a wild-type transplanted disc. Lower levels of neuronal marker Elav can corroborate this (Fig. 1f). We next focused on genes that are known to respond to ecdysone (Supplementary Fig. 4). 

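Of the genes in the heat map of Supplementary Fig. 4, 37 could be matched to the deposited genes and were expressed highly enough to be tested. In tumours against control 4 of them were higher and 8 lower (limma, adjusted p of 0.05 over all genes, and 12 likewise with adjustment over the list alone). In metamorphed cells against tumours 14 were higher and 8 lower. In 17 genes the estimate was lower in tumours than in control and higher in metamorphed cells than in tumours, and both differences passed the threshold for 5 genes, *MED24*, *usp*, *let-7-C*, *BRWD3* and *Eip93F*. Of these, only *Eip93F* differed from control at each tumour age taken alone. At 8 weeks *MED24* stood at 65.2 ± 4.97 CPM (SD, n = 2) against 54.5 ± 3.80 CPM (SD, n = 3) in control (log2 fold change 0.25, adjusted p = 0.88), while it was lower at 4 weeks (-2.35, adjusted p = 0.018) and 14 weeks (-2.32, adjusted p = 0.023). *usp* changed by -0.33 at 8 weeks (adjusted p = 0.69), -1.52 at 4 weeks (adjusted p = 0.013) and -1.79 at 14 weeks (adjusted p = 0.0068). Over all tumours the decrease of *MED24* (-1.47, adjusted p = 0.043) was lost in 10 of the 12 fits that each left out one sample and under several alternatives, among them quantile normalization (-1.24, adjusted p = 0.052). Its increase from tumours to metamorphed cells (1.75, adjusted p = 0.014) was lost when metamorphed replicate 1 or 2 was left out, with only the groups compared in the fit (adjusted p = 0.071) and with CPM of total reads (1.53, adjusted p = 0.053). The decrease of *usp* in tumours (-1.21, adjusted p = 0.01) was lost without control replicate 2 and with the transcript length trend removed (-0.55, adjusted p = 0.15). As a whole the list did not stand apart from other genes, with a mean log2 fold change of -0.33 in tumours against control (camera, adjusted p = 0.53) and of 0.60 in metamorphed cells against tumours (camera, adjusted p = 0.8). When fry, limma's test of the list without reference to other genes, was used, the unadjusted p-values were 0.0041 and 1.8e-04. The list means of tumours, 4.90 to 5.38, and control, 5.36 to 5.47, overlapped (exact permutation test, two-sided, p = 0.048). The list means of the metamorphed samples, 5.63 to 5.74, were all above those of the tumours (exact permutation test, two-sided, p = 0.024). The receptor gene *EcR* stood at 61.6 ± 10.9 CPM (SD, n = 3) in metamorphed cells and 141 ± 30.8 CPM (SD, n = 6) in tumours (log2 fold change -1.16, limma, adjusted p = 0.0026). The gene of its partner, *usp*, stood at 114, 109 and 123 CPM in the metamorphed samples and at 38.3 ± 20.7 CPM (SD, n = 6) in tumours (log2 fold change 1.76, adjusted p = 4.9e-04). The gene *Actn* spans *usp* on the same strand, and *CG4313* overlaps it on the opposite strand. *fkh*, the member with the largest increase in tumours, had at most 2 reads in a control sample and was at least 22.5-fold higher in tumours. The member with the largest decrease from tumours to metamorphed cells, *ftz-f1*, fell by 2.39 on the log2 scale (adjusted p = 3.1e-04).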

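Fig. 2g shows 5 ecdysone-responsive genes, of which *hid*, *BRWD3*, *DopEcR* and *Eip93F* are given here. *Eip93F* (FBgn0264490, chromosome 3R, 21949114 to 22014539 in dm6) stood at 26.6 ± 17.4 CPM (SD, n = 3) in control, 0.471 ± 0.597 CPM (SD, n = 6) in tumours and 232 ± 4.78 CPM (SD, n = 3) in metamorphed cells. Its log2 fold change was -4.01 in tumours against control (standard error 0.53, limma, adjusted p = 8.9e-05) and 7.39 in metamorphed cells against tumours (standard error 0.53, adjusted p = 1.1e-07), and it was also higher in metamorphed cells than in control, by 3.37 (adjusted p = 6.6e-04). *BRWD3* (FBgn0011785, chromosome 3R, 24319000 to 24328619) stood at 70.8 ± 8.44 CPM (SD, n = 3), 29.1 ± 10.4 CPM (SD, n = 6) and 63.4 ± 24.9 CPM (SD, n = 3) in the same order. It was lower in tumours than in control by a log2 fold change of -1.33 (adjusted p = 0.0085), higher in metamorphed cells than in tumours by 1.11 (adjusted p = 0.016) and not different between metamorphed cells and control (-0.22, adjusted p = 0.69). By age, the decrease passed the threshold at 4 weeks (-1.71, adjusted p = 0.0096) and not at 8 weeks (-1.13, adjusted p = 0.12) or 14 weeks (-1.15, adjusted p = 0.068). The increase over tumours was lost when metamorphed replicate 2 was left out, after quantile normalization (0.83, adjusted p = 0.052) and with CPM of total reads (0.92, adjusted p = 0.054). With each sample's trend with transcript length removed, the decrease in tumours was lost (-0.43, adjusted p = 0.31) and the difference between metamorphed cells and control, still not significant, was 0.35 (adjusted p = 0.45). The last of these settings and CPM of total reads were chosen after the data had been seen. The gene *Rrp5* overlaps its 3′ end on the opposite strand.
*hid* (FBgn0003997, chromosome 3L, 18167745 to 18185641) was higher in metamorphed cells, at 115 ± 26.7 CPM (SD, n = 3), than in tumours, at 45.0 ± 12.6 CPM (SD, n = 6), by a log2 fold change of 1.35 (standard error 0.32, limma, adjusted p = 0.0038). The control replicates stood at 126, 67.0 and 49.5 CPM, and the decrease in tumours, -0.77, did not pass the threshold (adjusted p = 0.081). Removing the trend with transcript length gave 0.07 for this comparison, and it passed with CPM of total reads (-1.09, adjusted p = 0.031) and when control replicate 3 or the first 4-week tumour was left out. *DopEcR* (FBgn0035538, chromosome 3L, 4367649 to 4380387) had 0 reads in 5 tumours and 6 reads in the first 14-week tumour. In control replicates 1 to 3 it had 18, 26 and 0 reads, and in the metamorphed samples 545, 464 and 30 reads. It was higher in metamorphed cells than in tumours (log2 fold change 2.25, adjusted p = 0.014), a call lost when metamorphed replicate 1 or 2 was left out. Its decrease from control to tumours did not pass the threshold (-1.23, adjusted p = 0.17), and passed with the replicate number as a block (-1.99, adjusted p = 0.0077). The gene *lncRNA:CR44360* overlaps it on the same strand.

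**Figure D3:**
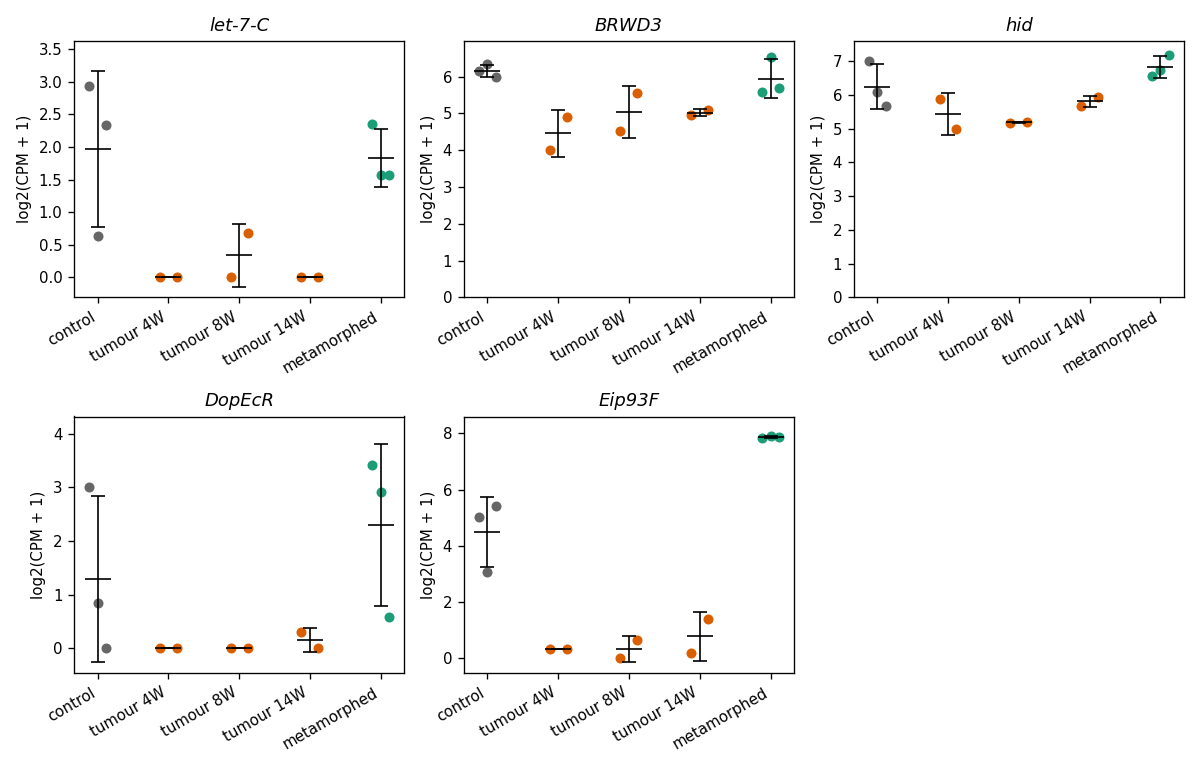
log2(CPM + 1) of the 5 genes of Fig. 2g in each of the 12 samples (points), with the group mean and SD (bars). *Eip93F* lies at 7.84 or above in the 3 metamorphed samples and at 1.39 or below in the 6 tumours, and the *hid* values of control and tumours overlap.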

Expression levels of a group of genes was upregulated in the metamorphed *ph*^*505*^ cells but decreased in the transplanted tumours (Fig. 2g). 

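The *let-7-C* gene is listed as *lncRNA:let7C* (FBgn0263049), a non-coding gene on the plus strand of chromosome 2L from 18455717 to 18473132 in dm6. The hairpins of *mir-100* (18471434 to 18471533), *mir-let7* (18472034 to 18472111) and *mir-125* (18472315 to 18472424) lie near its 3′ end, and *CG10283* overlaps that end on the opposite strand. The hairpin genes have 0 reads in all 12 samples, so the values below are for the polyadenylated primary transcript and not for the mature miRNAs. The transcript had 17, 18 and 85 reads in control replicates 1 to 3, which is 6.66, 0.556 and 4.07 CPM. In 5 of the 6 tumours it had 0 reads, where 3 reads would have stood between 0.121 and 0.203 CPM, and in the second 8-week tumour it had 15 reads, or 0.607 CPM. The metamorphed samples had 230, 141 and 120 reads, or 4.10, 1.98 and 1.97 CPM, each above every tumour. On the log2(CPM + 1) scale the transcript was lower in tumours than in control by a log2 fold change of -1.86 (standard error 0.47, limma, adjusted p = 0.0084). By age the decrease was -1.97 at 4 weeks (adjusted p = 0.024), -1.63 at 8 weeks (adjusted p = 0.11) and -1.97 at 14 weeks (adjusted p = 0.029). The transcript was higher in metamorphed cells than in tumours by 1.72 (standard error 0.47, adjusted p = 0.0089) and did not differ between metamorphed cells and control (-0.14, adjusted p = 0.86). After quantile normalization neither of the first pair of differences passed the threshold (-1.14 with adjusted p = 0.058, and 0.93 with adjusted p = 0.096). With each sample's trend with transcript length removed, a setting chosen after the data had been seen, the increase in metamorphed cells over tumours was 1.18 (adjusted p = 0.065). The decrease in tumours was also lost when control replicate 1, the sample with the fewest reads, was left out.

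**Figure D4:**
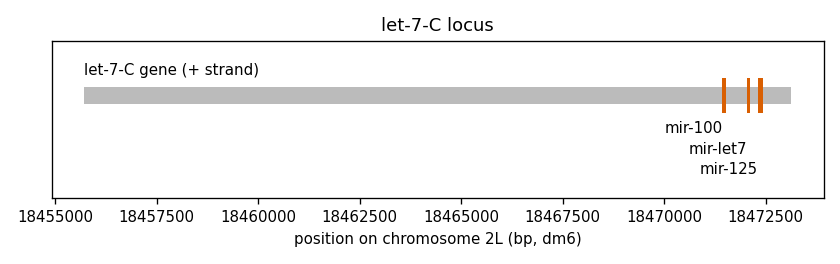
Map of the *let-7-C* gene (grey) on chromosome 2L with its 3 miRNA hairpins (orange), drawn to scale against the dm6 position in base pairs. The hairpins lie between 18471434 and 18472424, near the 3′ end of the gene.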

Among these is *let-7-C*, which is a polycistronic locus encoding three miRNAs including *let-7*^14^. As the mammalian homologues of *let-7* are underexpressed in various cancer types^15^, we decided to further investigate the potential role of *let-7* in altering *ph*^*505*^ tumorigenicity.

### Ecdysone-induced *let-7* suppresses the growth of *ph*^*505*^ tumour

In *Drosophila*, *let-7* expression is induced by ecdysone at the start of pupariation, and the expression of *let-7* correlates with the dynamic changes of the ecdysone level during metamorphosis^16^. A first step was to confirm mature *let-7* levels in the various samples using the Taqman quantitative PCR assay. As previously reported^16^, the expression of mature *let-7* was low at the wandering third larval instar but increased significantly to a high level at 48 h after pupa formation (Fig. 3a). Indeed, *let-7* expression was also elevated in the metamorphed *ph*^*505*^ cells, but not in the *ph*^*505*^ transplanted tumours (Fig. 3a). Moreover, *let-7* level in *ph*^*505*^*; UAS-EcR*^*DN*^ cells collected from adults remained low (Fig. 3a), indicating *let-7* was not induced when ecdysone signalling was blocked.

**Fig. 3:**
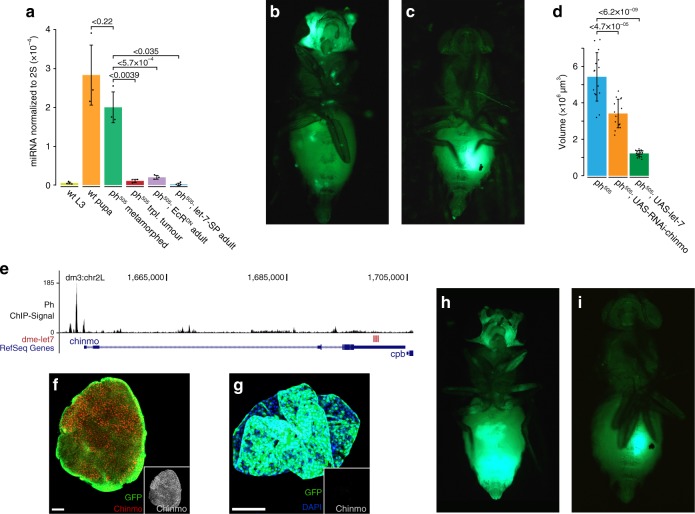
Ecdysone-induced *let-7* and its target Chinmo regulate the growth of *ph*^*505*^ tumours. **a** Quantitative PCR analysis of the expression level of mature *let-7* in different samples. Mean of three of total three biological replicates with error bars describing the standard deviation. Statistical significance is determined by the *t*-test. **b** An adult fly of *ph*^*505*^*; UAS-let-7-SP* at 2 weeks after eclosion, showing the formation of tumours throughout the body. **c** Formation of tumours in a wild-type host after transplantation of *ph*^*505*^*; UAS-let-7-SP* cells dissected from the adult head. **d** Mean total volume of tumour clones in the eye-antennal discs of the different genotypes. *n* = 15 (*ph*^*505*^), 14 (*ph*^*505*^*; UAS-RNAi-chinmo*), and 19 (*ph*^*505*^*; UAS-let-7*), with error bars denoting the standard deviation. Significance was assessed using Welch’s *t*-test. **e** Genome browser view of the *chinmo* locus, showing Ph ChIP signals at the transcription start site and several *let-7* binding sites (red bars) at the 3′UTR. **f**, **g** Confocal images of immunostaining with Chinmo antibodies. Chinmo is expressed in the transplanted tumour cells (**f**) but not in the metamorphed *ph*^*505*^ cells (**g**). Scale bars are 50 μm. **h** An adult fly of *ph*^*505*^*; UAS-chinmo* at 2 weeks after eclosion, showing the formation of tumours all over the body. **i** Formation of tumours in a wild-type host after transplantation of *ph*^*505*^*; UAS-chinmo* cells dissected from the adult head. Genotypes: **a**, wt: *FM7 act-GFP/tub-Gal80 FRT19A; +/ey-flp act>STOP>Gal4 UAS-GFP*; ph^505^: *ph*^*505*^ *FRT19A/tub-Gal80 FRT19A; +/ey-flp act>STOP>Gal4 UAS-GFP*; ph^505^; EcR^DN^: *ph*^*505*^ *FRT19A/tub-Gal80 FRT19A; UAS-EcR*^*DN*^*/ey-flp act>STOP>Gal4 UAS-GFP*; ph^505^; let-7-SP: *ph*^*505*^ *FRT19A/tub-Gal80 FRT19A; UAS-let-7-SP/ey-flp act>STOP>Gal4 UAS-GFP; UAS-let-7-SP/+*; **b** *ph*^*505*^ *FRT19A/tub-Gal80 FRT19A; UAS-let-7-SP/ey-flp act>STOP>Gal4 UAS-GFP; UAS-let-7-SP/+*; **d** ph^505^: *ph*^*505*^ *FRT19A/tub-Gal80 FRT19A; +/ey-flp act>STOP>Gal4 UAS-GFP*; ph^505^; UAS-RNAi-chinmo: *ph*^*505*^ *FRT19A/tub-Gal80 FRT19A; +/ey-flp act>STOP>Gal4 UAS-GFP; UAS-RNAi-chinmo/+*; ph^505^; UAS-let-7: *ph*^*505*^ *FRT19A/tub-Gal80 FRT19A; +/ey-flp act>STOP>Gal4 UAS-GFP; UAS-let-7/+*; **f**, **g** *ph*^*505*^ *FRT19A/tub-Gal80 FRT19A; +/ey-flp act>STOP>Gal4 UAS-GFP*; **h** *ph*^*505*^ *FRT19A/tub-Gal80 FRT19A; +/ey-flp act>STOP>Gal4 UAS-GFP; UAS-chinmo/+*

To further characterize the role of *let-7*, we reduced the activity of endogenous *let-7* in *ph*^*505*^ cells using a transgenic miRNA sponge^17^ (*ph*^*505*^*; UAS-let-7-SP*) (Fig. 3a). We observed that *ph*^*505*^*; UAS-let-7-SP* cells maintained the tumorigenic growth in the adults (Fig. 3b). After dissection and transplantation, *ph*^*505*^*; UAS-let-7-SP* cells collected from adults retained tumour formation in the hosts (Fig. 3c), indicating that *let-7* is necessary to mediate the suppression of tumorigenic growth of *ph*^*505*^ cells. Next, we overexpressed *let-7* in *ph*^*505*^ cells. Overexpression of either the entire *let-7-C* (*ph*^*505*^*; UAS-let-7-C*) or *let-7* alone (*ph*^*505*^*; UAS-let-7*) could strongly suppress tumour growth in the eye-antennal discs (Supplementary Fig. 5a, b). The average tumour volume was reduced to 21% in *ph*^*505*^*; UAS-let-7* larvae (Fig. 3d). The effect of *let-7* overexpression appeared to be independent of apoptosis, as overexpression of *let-7* did not lead to elevated cell death in the eye-antennal discs (Supplementary Fig. 5c, d). Moreover, *ph*^*505*^*; UAS-let-7* cells did not give rise to tumours after transplantation into adult hosts (*n* > 50).

*let-7-C* also encodes another two miRNAs, *miR-100* and *miR-125*. We next tested if these two miRNAs might also play a role in transforming the tumorigenic *ph*^*505*^ cells. First, unlike *let-7-SP*, *ph*^*505*^*; UAS-miR-100-SP* cells stopped growing and disappeared in the adult flies (Supplementary Fig. 6a). Immunostaining showed that the apoptosis cell marker cDCP-1 was expressed in the *ph*^*505*^*; UAS-miR-100-SP* cells (Supplementary Fig. 6b), suggesting that the *ph*^*505*^*; UAS-miR-100-SP* cells can still be transformed into nontumorigenic cells and undergo apoptosis. For *miR-125* we observed that the *ph*^*505*^*; UAS-miR-125-SP* cells stopped growing in the adult flies, but were still visible in these flies 2 weeks after eclosion (Supplementary Fig. 6c), unlike the metamorphed *ph*^*505*^ cells that eventually are eliminated. Immunostaining showed that *ph*^*505*^*; UAS-miR-125-SP* cells did not express the apoptosis cell marker cDCP-1 (Supplementary Fig. 6d), nor did they express the mitosis marker PH3 (Supplementary Fig. 6e). Furthermore, when we transplanted adult *ph*^*505*^*; UAS-miR-125-SP* cells into host flies (Supplementary Fig. 6f), they did not give rise to neoplastic tumours, indicating the *ph*^*505*^*; UAS-miR-125-SP* cells are not tumorigenic anymore. However, even at 4 weeks after transplantation, the *ph*^*505*^*; UAS-miR-125-SP* cells were still present (Supplementary Fig. 6g). These results show that *ph*^*505*^*; UAS-miR-125-SP* cells neither proliferate nor undergo apoptotic cell death.

Because miRNA sponges inhibit miRNA/mRNA interaction by sequestration, the function of targeted miRNAs might not be disrupted completely. Therefore, we tested if the miRNA sponges used in our experiments were functional. In flies, the zinc finger transcription factor *chinmo* is a known target of *let-*7 and *miR-125*^18^. Using quantitative PCR, we determined the expression of *chinmo*, and some computationally predicted targets of *miR-125* and *miR-100*, as there are no experimentally validated miRNA/mRNA interactions for these two miRNAs. The expression of *chinmo* indeed increased in *ph*^*505*^*; UAS-let-7-SP* cells (Supplementary Fig. 6h), but did not in *ph*^*505*^*; UAS-miR-125-SP* cells (Supplementary Fig. 6i). However, the expression of the two computationally predicted targets, *Zasp52* and *RecQ4*, increased in *ph*^*505*^*; UAS-miR-125-SP* cells (Supplementary Fig. 6i). On the other hand, the expression of predicted targets of *miR-100* did not increase in *ph*^*505*^*; UAS-miR-100-SP* cells. These results indicate that the *let-7* sponge and *miR-125* sponge appear to be functional in *ph*^*505*^ cells, whereas the *miR-100* sponge may not.

To further evaluate the role of *miR-125* and *miR-100*, we carried out overexpression experiments. First, overexpression of *miR-125* (*ph*^*505*^*; UAS-miR-125*) could partially reduce the tumour volume in the eye-antennal discs (Supplementary Fig. 5a). However, when we transplanted the *ph*^*505*^*; UAS-miR-125* cells into wild-type hosts, we could still observe the formation of tumours in 52% of the hosts (*n* = 31), indicating *ph*^*505*^*; UAS-miR-125* cells are still tumorigenic. Similarly, overexpression of *miR-100* (*ph*^*505*^*; UAS-miR-100*) only slightly reduced the tumour volume in the eye-antennal discs (Supplementary Fig. 5a) and did not alter the tumorigenicity.

Taken together, these analyses show that *let-7* is the key regulator in the *let-7-C*. The miRNA appears indispensable and needed for suppressing the tumorigenic character of *ph*^*505*^ cells. While our tests do not identify a significant involvement of *miR-100*, *miR-125* does appear to have a certain role in the elimination of the metamorphed cells. Previous work has revealed that there are cross-regulatory relationships among the three miRNAs^19^, which may explain the complicated phenotype of the *ph*^*505*^*; UAS-miR-125-SP* cells described above.

### Ph and *let-7* target *chinmo* is required for *ph*^*505*^ tumour growth

To further elucidate the mechanism of how *let-7* controls the tumorigenesis of *ph*^*505*^ cells, we searched for genes that are bound by Ph in their promoter region^20^ and are *let-7* targets. Among others, we identified the gene *chinmo*^21^ (Fig. 3e). 

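*chinmo* (FBgn0086758) lies on the plus strand of chromosome 2L from 1651258 to 1704682 in dm6 and is protein-coding. It stood at 215, 513 and 210 CPM in control replicates 1 to 3. In the tumours it stood at 3312 and 1808 CPM at 4 weeks, 1311 and 1747 CPM at 8 weeks and 1319 and 937 CPM at 14 weeks, and in metamorphed cells at 199, 211 and 267 CPM. Each tumour was above every control and every metamorphed sample. The log2 fold change in tumours against control was 2.49 (standard error 0.33, limma, adjusted p = 8.3e-05), and it stayed between 2.27 and 2.91 across the 12 fits that each left out one sample. The increase was called at 4 weeks (adjusted p = 1.9e-04), and it was 2.41 at 8 weeks (adjusted p = 0.0016) and 1.96 at 14 weeks (adjusted p = 0.0047). At 14 weeks it did not pass after quantile normalization (1.29, adjusted p = 0.1), with only the groups compared in the fit (adjusted p = 0.08) or with CPM of total reads (1.36, adjusted p = 0.055), the last a setting chosen after the data had been seen. The difference between 14 and 4 weeks, -1.14, did not pass the threshold (adjusted p = 0.46). From tumours to metamorphed cells *chinmo* fell by 2.84 on the log2 scale (standard error 0.33, adjusted p = 9.1e-06). Metamorphed cells and control did not differ (-0.35, standard error 0.38, adjusted p = 0.49). The paper reached *chinmo* through a search for genes that are bound by Ph in their promoter region and are targets of *let-7*, and reads its expression over these groups from the curve in Fig. 2f.

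**Figure D5:**
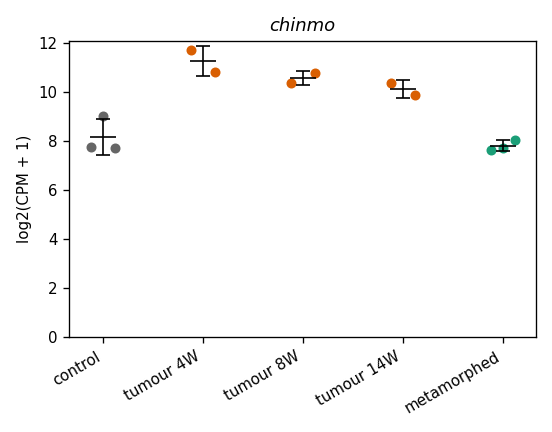
log2(CPM + 1) of *chinmo* in each of the 12 samples (points), with the group mean and SD (bars). The 6 tumours lie between 9.87 and 11.69, above all control and metamorphed samples, of which the highest is 9.01.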

The expression of *chinmo* was significantly increased in the *ph*^*505*^ tumours but decreased in the metamorphed *ph*^*505*^ cells (Fig. 2f, black curve). Immunostaining showed that Chinmo was ubiquitously expressed in the transplanted tumours (Fig. 3f) but was not detectable in metamorphed *ph*^*505*^ cells (Fig. 3g). In the eye discs, Chinmo was expressed in the *ph*^*505*^ mutant clones, as well as the neighbouring heterozygous cells (Supplementary Fig. 7a). However, at 48 h after pupa formation, when ecdysone level was at the peak and *let-7* was highly expressed (Fig. 3a), the expression of Chinmo became undetectable (Supplementary Fig. 7b). Another known *let-7* target is the *abrupt* gene^22^, which has been shown to promote the development of some types of tumours in the eye-antennal discs^23^. However, by immunostaining we did not detect the expression of Abrupt in the transplanted *ph*^*505*^ tumours, in the eye-antennal discs, as well as in the metamorphed *ph*^*505*^ cells. This indicates that *abrupt* does not play a significant role in regulating the tumorigenesis of *ph*^*505*^ cells.

To test the function of Chinmo, we overexpressed the protein in the tumour cells (*ph*^*505*^*; UAS-chinmo*) and observed that these cells continued to grow in the adult flies (Fig. 3h) and gave rise to tumours after transplantation (Fig. 3i). Furthermore, when *chinmo* was knocked down (*ph*^*505*^*; UAS-RNAi-chinmo*), the average volume of the *ph*^*505*^*; UAS-RNAi-chinmo* clones in the eye-antennal discs was reduced to 60% (Fig. 3d, Supplementary Fig. 5e). After transplantation of *ph*^*505*^*; UAS-RNAi-chinmo* eye discs, tumours formed in only 16% of the hosts (*n* = 67), significantly less frequent than after transplantation of larval *ph*^*505*^ eye discs (79%, *n* = 74). These results show that *chinmo* is an important downstream effector of *let-7* in regulating the proliferation of *ph*^*505*^-driven tumours.

### Ecdysone-induced *let-7* suppresses the growth of brain tumours

Because *let-7* expression is induced by ecdysone in a variety of tissues during metamorphosis^16^, we next tested if *let-7-*dependent tumour suppression also acts in a different tissue. In *Drosophila*, *brat* gene mutations lead to the formation of malignant brain tumours^24^. To generate such tumours, we used *wor-Gal4 ase-Gal80* to knockdown *brat* (*UAS-RNAi-brat*) in the type II neuroblasts^25^. Compared to the wild-type adult brain (Fig. 4a), *brat* RNAi resulted in the growth of large brain tumours in all larvae and hatching adult flies (Fig. 4b). However, when *let-7* was overexpressed in *brat*-negative cells (*UAS-RNAi-brat; UAS-let-7*), a strong suppression of tumour growth in all adult brains was observed (Fig. 4c). Chinmo has recently been shown to play a key role in sustaining the tumour growth in *brat* mutants, and the overgrowth is markedly inhibited in *brat; chinmo* double mutant cells^26^. We suspected that *let-7* inhibits the *brat* tumour growth also by suppressing *chinmo*. However, since the *brat* mutant cells continue to grow in adult flies, we wondered why these tumours cannot be suppressed by the ecdysone pulse during metamorphosis as seen in *ph*^*505*^ tumours. A recent study showed that the expression of the neuronal-specific ecdysone receptor isoform EcRB1 is temporally regulated in the neuroblasts; it is expressed from the mid third instar, when Chinmo is no longer expressed^27^. We therefore speculated that in *brat* tumours, ecdysone receptors are not expressed because of the sustained expression of Chinmo. Indeed, immunostaining with EcRB1-specific antibodies showed that the receptor was only weakly expressed in wild-type type II neuroblasts (Fig. 4d, arrows) and undetectable in *brat* tumours (Fig. 4e). Consequently, we tested whether ectopic expression of the EcRB1 in the tumour cells would restore the eviction mechanism. In both cases, larvae of the genotype *brat*-RNAi as well as larvae coexpressing EcRB1 (*UAS-RNAi-brat; UAS-EcRB1*) show large brain tumours at the third larval instar (Fig. 4f, g). However, in the case of EcRB1 coexpression, the size of the brain tumours was significantly reduced in all adult brains (Fig. 4h), demonstrating that also *brat* tumour cells can be metamorphed. Indeed, the pupal ecdysone/*let-7* pulse induces a substantial remission of the tumorous tissue restoring almost wild-type brain morphology (Fig. 4h).

**Fig. 4:**
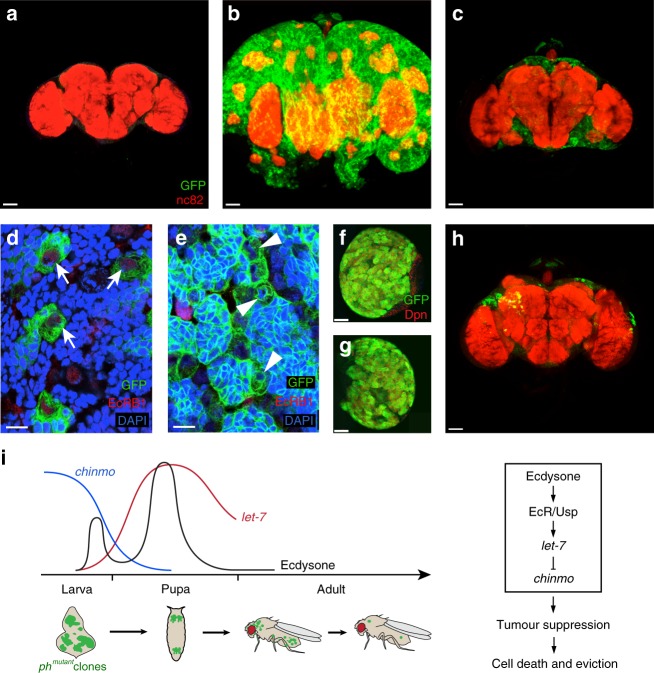
Eviction of *brat* tumours in adult brains by expression of *let-7* or ecdysone receptors. **a**−**c** Confocal images of adult brains of wild-type (**a**), *UAS-RNAi-brat* (**b**), and *UAS-RNAi-brat; UAS-let-7* (**c**). The brains are stained with the nc82 antibody (red) revealing brain structures, and GFP (green) that is expressed in the brain tumour cells. Note that the number of tumour cells is clearly reduced and the growth of tumour is greatly suppressed in *UAS-RNAi-brat; UAS-let-7* brains (**c**). Scale bars are 50 μm. **d**, **e** Confocal images of third instar larval brains of wild-type (**d**) and *UAS-RNAi-brat* (**e**). EcRB1 is expressed weakly in the type II neuroblasts in wild-type brains (**d**, arrows), but not in the tumour cells in *UAS-RNAi-brat* brains (**e**, arrowheads). Cells strongly express EcRB1 in (**d**) and (**e**) are glia cells that are not labelled by GFP. Scale bars are 10 μm. **f** Confocal image of a larval brain hemisphere of *UAS-RNAi-brat*, showing numerous tumour cells (green) that express Deadpan (Dpn) (red). Scale bar is 50 μm. **g** Confocal image of a larval brain hemisphere of *UAS-RNAi-brat; UAS-EcRB1*; note that a large tumour still forms. Scale bar is 50 μm. **h** Confocal image of an adult brain of *UAS-RNAi-brat; UAS-EcRB1*; note that the number of green brain tumour cells is significantly reduced. Scale bar is 50 μm. **i** Model for the intrinsic tumour eviction mechanism mediated by ecdysone-induced miRNA *let-7* in *ph*^*505*^ tumours. In the drawing, ecdysone refers to 20-HE titres during prepupal and pupal stages^11^^[,12^; *chinmo* and *let-7* refer to the mRNA expression in the eye-antenna discs. Genotypes: **a**, **d** *w UAS-dicer2; wor-Gal4 ase-Gal80; UAS-mCD8::GFP*; **b**, **e**, **f** *w UAS-dicer2; wor-Gal4 ase-Gal80/UAS-RNAi-brat; UAS-mCD8::GFP/+*; **c** *w UAS-dicer2*; *wor-Gal4 ase-Gal80/UAS-RNAi-brat; UAS-mCD8::GFP/UAS-let-7*; **g**, **h** *w UAS-dicer2*; *wor-Gal4 ase-Gal80/UAS-RNAi-brat; UAS-mCD8::GFP/UAS-EcRB1*

## Discussion

Deregulation of PcG gene expression has been associated with various types of human cancer^3,28^. For example, loss of expression of the human *ph* homologue has been linked to the formation of osteosarcomas^29,30^. As the molecular mechanisms of PcG proteins in human cancers are largely unknown, understanding the tumour-suppressor function of PcG genes in *Drosophila* therefore could provide insights in human cancer biology. During the past decades imaginal discs have been used as a powerful paradigm to investigate mechanisms underlying the formation and progression of several types of tumour, including Ras-, PcG-, or Hippo pathway-induced tumours^31^. In addition, it is worth noting that the *let-7* consensus sequence is identical from *Caenorhabditis elegans* to humans, suggesting that *let-7* may control functionally conserved targets in regulating proliferation and differentiation during development^15,32,33^. In various types of human cancer, downregulation of one or more *let-7* members has been observed^33–37^. Moreover, induced expression of *let-7* in cancer cell lines can suppress cell proliferation and tumour growth^33,38^. In the human genome, the *let-7* family consists of more than ten members. However, the transcriptional regulation, spatial and temporal expression, and their tissue-specific and/or redundant functions of the *let-7* family in human are far more complicated and still remain elusive^15,39^.

Here, we identified an intrinsic mechanism reprogramming tumorigenic to nontumorigenic cells of at least two different tumour types, by marking the cells for destruction in adult *Drosophila* (Fig. 4i). We found that the steroid hormone-induced miRNA *let-7* is a key mediator of this mechanism. Interestingly, *let-7* and its target genes, including *chinmo* have been shown to act as heterochronic genes that regulate developmental transitions^40^. Other findings from our lab indicate that *ph*^*505*^ tumour cells are reprogrammed from the original larval imaginal disc identity to an early embryonic state^41^. By artificially overexpressing a differentiation factor, these cancer cells can be induced to lose their neoplastic state, however. It appears as if these tumour cells are trapped in an immature condition, unable to differentiate. Pulses of ecdysone are a major timer of developmental transitions in flies and their target, *let-7*, is for example required for enforcing the terminal cell cycle arrest in pupal stage wing discs^22,28^. Our findings suggest that flies have evolved tumour suppressive mechanisms by inducing *let-7*-controlled heterochronic gene networks to enforce cellular differentiation in epigenetically derailed tumours (Fig. 4i). Indeed, differentiation therapy is considered a promising approach for curing human cancers^42^. However, the strategy has been applied only in limited cases. As such, our identification of an innate tumour eviction mechanism in flies based on these principles may provide new ideas how such cancer treatments could be further improved in human patients.

## Methods

### Fly genetics

Fly strains were maintained on standard medium. All genetic experiments were performed at 25 °C, except that the *brat*-RNAi experiments were completed at 29 °C to increase the knockdown efficiency. To test the roles of candidate genes (*let-7*, *chinmo*, etc.) in the tumorigenic growth of *ph*^*505*^ mutant cells, we attempted to generate fly strains carrying double mutations including the candidate genes in combination with *ph*^*505*^. However, we were unable to establish double mutant strains of *ph*^*505*^ and another gene mutant. Therefore, in this study, we used transgenic fly strains expressing either RNAi or miRNA sponge to reduce the activities of the target genes.

To generate homozygous *ph*^*505*^ MARCM clones, virgin females of *ph*^*505*^ *FRT19A/FM7 act-GFP* were crossed with *tub-Gal80 FRT19A; ey-flp act>STOP>Gal4 UAS-GFP* males. For the control MARCM clones, virgin females of *y w FRT19A* were crossed with *tub-Gal80 FRT19A; ey-flp act>STOP>Gal4 UAS-GFP* males. Because the *ey-flp* is expressed not only in the eye-antennal discs, but also in all leg discs and the genital disc, clones were observed in these tissues as well. As a result, GFP-labelled *ph*^*505*^ cells can be seen in the heads, legs, thorax, and abdomen in the adult flies. Other MARCM clones using different transgenic strains in combination with *ph*^*505*^ or *FRT19A* were generated in the same way by crossing corresponding virgin females with *tub-Gal80 FRT19A; ey-flp act>STOP>Gal4 UAS-GFP* males.

### Fly strains

The following fly strains were used in this study: (1) *Ore-R*, (2) *w*^*1118*^, (3) *ph*^*505*^ *FRT19A/FM7 act-GFP*, (4) *y w FRT19A*, (5) *tub-Gal80 FRT19A; ey-flp act>STOP>Gal4 UAS-GFP*, (6) *w; UAS-EcR*^*DN*^ (BL-9451), (7) *w;; UAS-EcR*^*DN*^ (BL-9450), (8) *y w; UAS-RNAi-usp* (BL-27258), (9) *w;; UAS-let-7-C* (N. Sokol), (10) *y w;; UAS-let-7* (L. Johnston), (11) *w;; UAS-miR-100* (C. Gendron), (12) *y w;; UAS-miR-125* (L. Johnston), (13) *w; UAS-let-7-SP; UAS-let-7-SP/TM6B* (BL-61365), (14) *w; UAS-miR-100-SP/CyO; UAS-miR-100-SP* (BL-61391), (15) *w; UAS-miR-125-SP/CyO; UAS-miR-125-SP* (BL-61393), (16) *y w; Pin/CyO; UAS-chinmo* (BL-50740), (17) *y w; UAS-RNAi-chinmo/TM3, Sb* (BL-33638), (18) *y w; UAS-mCherry:Atg8a; Dr/TM3 Ser* (BL-37750), (19) *w UAS-dicer2; wor-Gal4 ase-Gal80; UAS-mCD8::GFP*, (20) *w; UAS-RNAi-brat* (VDRC-105054), (21) *w;; UAS-EcRB1* (BL-6469).

### Immunohistochemistry and antibodies

All the tissues (larval discs, larval brains, metamorphed *ph*^*505*^ cells, adult brains, and transplanted tumours) were dissected in cold PBS on ice, fixed in 2% paraformaldehyde (in 1× PBS) for 25 min at room temperature, and washed several times in PBST (1× PBS with 0.5% Triton X-100). Tissues (larval discs, larval brains, or metamorphed *ph*^*505*^ cells) were incubated overnight with primary antibodies at 4 °C, followed by several washes at room temperature, incubated with secondary antibodies at 4 °C overnight. Adult brains and transplanted tumours were incubated with primary antibodies for 48 h at 4 °C, followed by several washes at room temperature, incubated with secondary antibodies for 48 h at 4 °C. After several washes, all tissues were incubated with DAPI (1:200 in PBST) at room temperature for 20 min. Tissues were then mounted in Vectashield and stored at −20 °C before analysis.

Primary antibodies used in this study were: chicken anti-green fluorescent protein (GFP) (1:1000; Abcam ab13970); mouse anti-Elav (1:30; DSHB 9F8A9); rabbit anti-cleaved DCP-1 (1:300; Asp216, Cell Signaling Technology 9578S); rabbit anti-PH3 (1:100; Millipore 06-570;); rat anti-Chinmo (1:500; from N. Sokol); mouse anti-EcRB1 (1:100; DSHB AD4.4); mouse anti-nc82 (1:50; from J. Pielage); rat anti-Dpn (1:1, from C.Y. Lee). Secondary antibodies were: Alexa 488-, Alexa 555-, Alexa 568-, and Alexa 647-conjugated anti-chicken, -rabbit, -rat, or -mouse IgG (all 1:500; Molecular Probes).

### Microscopy

Immunofluorescent images were recorded on a confocal microscope (TCS SP5; Leica). Adult fly pictures were taken on a Leica MZ16 or a Nikon SMZ1270 microscope. Images were processed using ImageJ, Imaris, Photoshop, and Adobe Illustrator. To measure the volume of tumour clones, confocal images of eye-antennal discs from wandering third instar larvae of the corresponding genotypes were collected and processed in Imaris.

### Transplantation

Transplantation experiments were carried out as previously described^43^. In brief, 4–6-day-old adult *w*^*1118*^ females were used as hosts (*n* > 20 for each transplantation). The host flies were immobilized on an ice-cold metal plate and stuck on a piece of double-sided sticky tape, with their ventral sides up. The dissected eye discs or other tumour tissue from adult flies were cut into small pieces and each piece was transplanted into the abdomen of one host using a custom-made glass needle. All transplantation was made under a GFP microscope to ensure labelled cells were injected into the hosts. After transplantation, host flies were allowed to recover at room temperature for 1–2 h in fresh standard *Drosophila* medium before transferred to and maintained at 25 °C.

### Survivorship measurement

To measure the survivorship of *ph*^*505*^ and *ph*^*505*^*; UAS-EcR*^*DN*^ adult flies, newly eclosed adults were collected and separated into three groups (for *ph*^*505*^ flies, *n* = 20 in each group; for *ph*^*505*^*; UAS-EcR*^*DN*^ flies, *n* = 25 in two groups and *n* = 20 for the third group). Flies were maintained at 25 °C, flipped into fresh food vials every 2 days, and the number of living flies were counted on each Monday and Friday during the course of experiment. The numbers of flies were imported into Excel and the survivorship at different times was calculated. The survival curve was produced in Excel.

### Quantitative PCR

As previously reported^18^, the expression of *let-7* is low at wandering third larval instar but high during pupal stage in response to ecdysone, we dissected eye-antennal discs together with brains from larvae (wt L3) or pupae (wt pupa) as controls. We collected metamorphed *ph*^*505*^ cells from adults, transplanted tumours from hosts, *ph*^*505*^*; UAS-EcR*^*DN*^ cells from adults, and *ph*^*505*^*; UAS-let-7-SP* cells from adults. RNA was extracted from all these samples with mirVana miRNA Isolation Kit (Invitrogen), and reverse transcribed using TaqMan MicroRNA Reverse Transcription kit (Applied Biosystems) with *let-7* RT primer and 2S rRNA reference RT primer. qPCR was performed with TaqMan Small RNA Assays (Applied Biosystems) using each *let-7* and 2S rRNA TaqMan Small RNA Assay primer mix (Thermo Fisher Scientific).

### Transcriptome analyses

Transcriptome analyses were performed by mRNA sequencing. RNAs were isolated from the metamorphed *ph*^*505*^ cells, as well as RNAs from the *ph*^*505*^ tumours transplanted in adult hosts after 4 times, 8 times, and 14 times weekly retransplantation. As a control, we used the wild-type discs that were transplanted into the abdomen of adult hosts and extracted RNAs 1 day after their transplantation. This step was necessary as earlier evidence showed that the transplantation process itself introduced differential expression of a number of genes^44^. RNA was extracted using an Arcturus PicoPure RNA Isolation kit (Applied Biosystems), library prepared with SMARTSeq2 NexteraXT and sequenced on an Illumina NextSeq2500 for control and tumour samples and NextSeq500 for metamorphed samples.

### Bioinformatics analyses

Short reads were aligned to BDGP dm6 genome assembly using TopHat 2.0.12^45^ with parameters “--very-sensitive” for Bowtie 2.2.3. From the aligned reads, differential expression was called using R 3.3.1 with maSigPro 1.46.0^46^. Genes were stratified into expression profile clusters with k-means clustering. Subsequent biological process gene ontologies for each cluster were found with topGO^47^. Respective *p* values were calculated with Fisher’s exact test. For the hierarchical clustering (UPGMA) underlying the heat map, we used library normalized log2 counts per million reads determined by edgeR 3.16.5^48^ on genes involved in the ecdysone response as listed by Flybase with scaling per sample/column.

### Experimental design

All fly genetic experiments were repeated at least three times. Each transplantation experiment was performed at least twice independently. RNA samples for the transcriptome analysis were collected two or three times independently. RNA samples for qPCR were extracted from the mixture of 5−10 independent animals and qPCR was performed biologically twice.

Sample size was not predetermined before the experiments. Sample size in each experiment was randomized based on the number of viable flies and the amount of other materials. No data were excluded. The investigators were not blinded to group allocation during data collection and analysis.

### Data availability

All deep-sequencing data pertaining to this study can be found on GEO GSE101455. Materials and all relevant data from this study are available from the corresponding author upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: An intrinsic tumour eviction mechanism in Drosophila mediated by steroid hormone signalling
**Source:** Nat Commun. 2018 Aug 17;9:3293. doi: 10.1038/s41467-018-05794-1
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

**An intrinsic tumour eviction mechanism in *Drosophila*  
mediated by steroid hormone signalling**

**Jiang et al.**

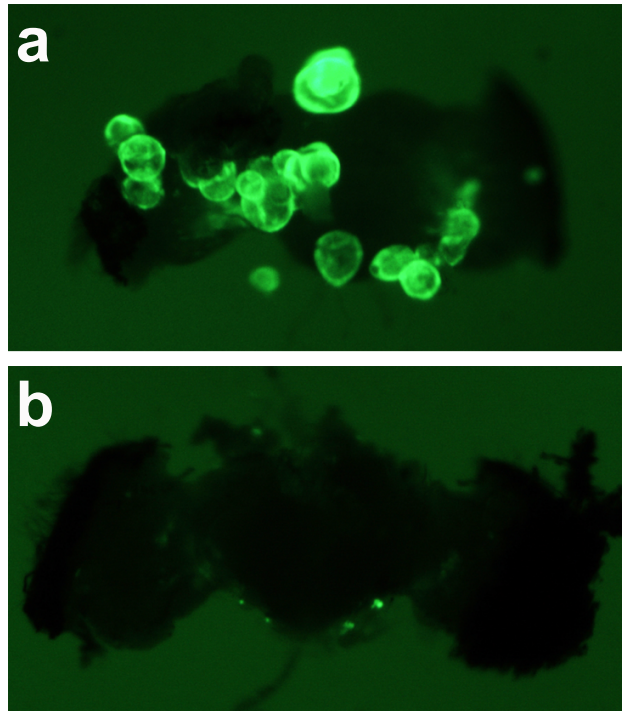

Supplementary Figure 1. **a**, GFP-marked *ph<sup>505</sup>* cells form grape-like structures in the dissected head of one-day-old adult flies. **b**, Metamorphed *ph<sup>505</sup>* cells in the head disappear almost completely after seven days.

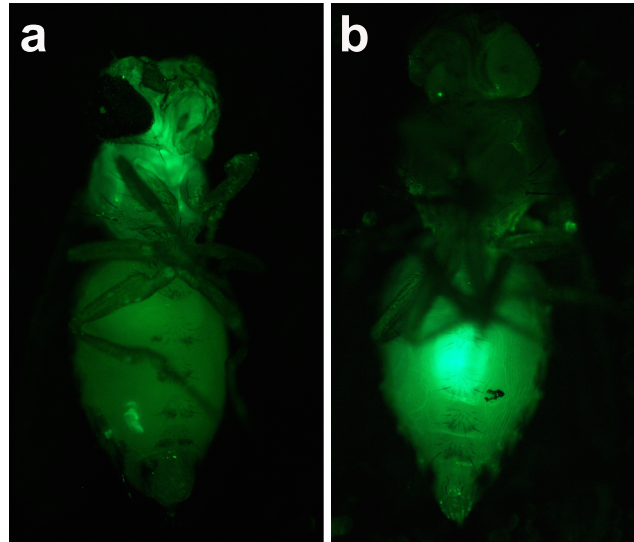

Supplementary Figure 2. **a**, An adult fly of the genotype *ph<sup>505</sup>; UAS-RNAi-usp* at two weeks after eclosion, showing the formation of tumours all over the body. **b**, Formation of tumours in a wild-type host after transplantation of adult *ph<sup>505</sup>; UAS-RNAi-usp* cells dissected from the head.

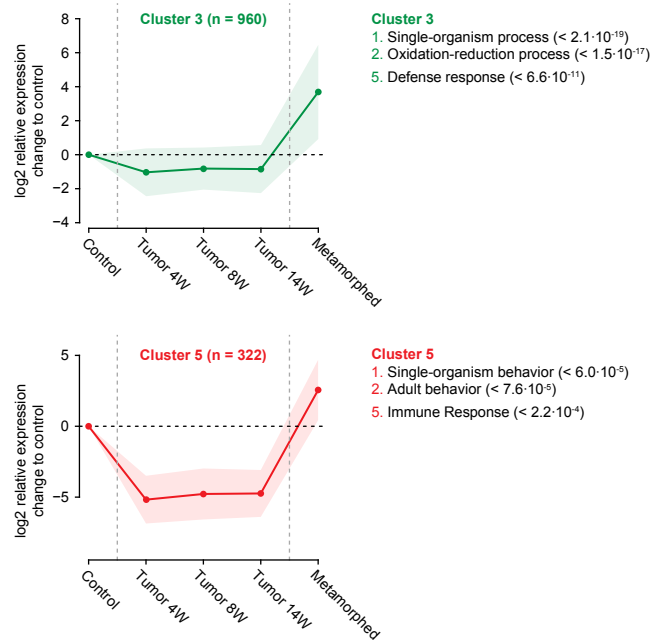

Supplementary Figure 3. Clustering analysis of significantly differentially expressed genes between control,  $ph^{505}$  tumours and non-tumorigenic metamorphed  $ph^{505}$  cells. All n genes of each cluster lie within the shaded area, whereas the line denotes their mean.

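Supplementary Fig. 3 plots each gene's change to the wild-type control at the 3 tumour ages and in the metamorphed cells, with the genes grouped by the shape of that profile. A list of 41 defence genes, written from general knowledge, was higher in metamorphed cells than in control by a mean log2 fold change of 3.61 (camera, adjusted p = 1.3e-15 over the 9 list tests), with 36 genes higher, 0 lower and 33 in the cluster higher only in metamorphed cells. The member with the largest increase, *nec*, stood at 635 ± 136 CPM (SD, n = 3) in metamorphed cells and 3.32 ± 1.36 CPM (SD, n = 3) in control. *PGRP-SA*, the lowest member, did not differ (log2 fold change -0.78, limma, adjusted p = 0.36). Marker genes of fat body and yolk (mean log2 fold change 4.94) and of haemocytes (2.30) were also higher in metamorphed cells than control. RNA from other adult tissue remains a candidate explanation for those markers. Whether it also contributes to the defence list was not tested, so the increase cannot be assigned to the mutant cells themselves. The developmental transcription factor list was also higher in metamorphed cells than in control, by a mean of 1.41 (camera, adjusted p = 4.0e-04), and did not pass the threshold with the correlation between the genes estimated from the data (unadjusted p of 0.082). It ranged from *eve*, at 728 ± 99.1 CPM (SD, n = 3) against 5.01 ± 8.57 CPM (SD, n = 3) in control, to *ey*, with a log2 fold change of -5.51 (limma, adjusted p = 5.7e-04).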

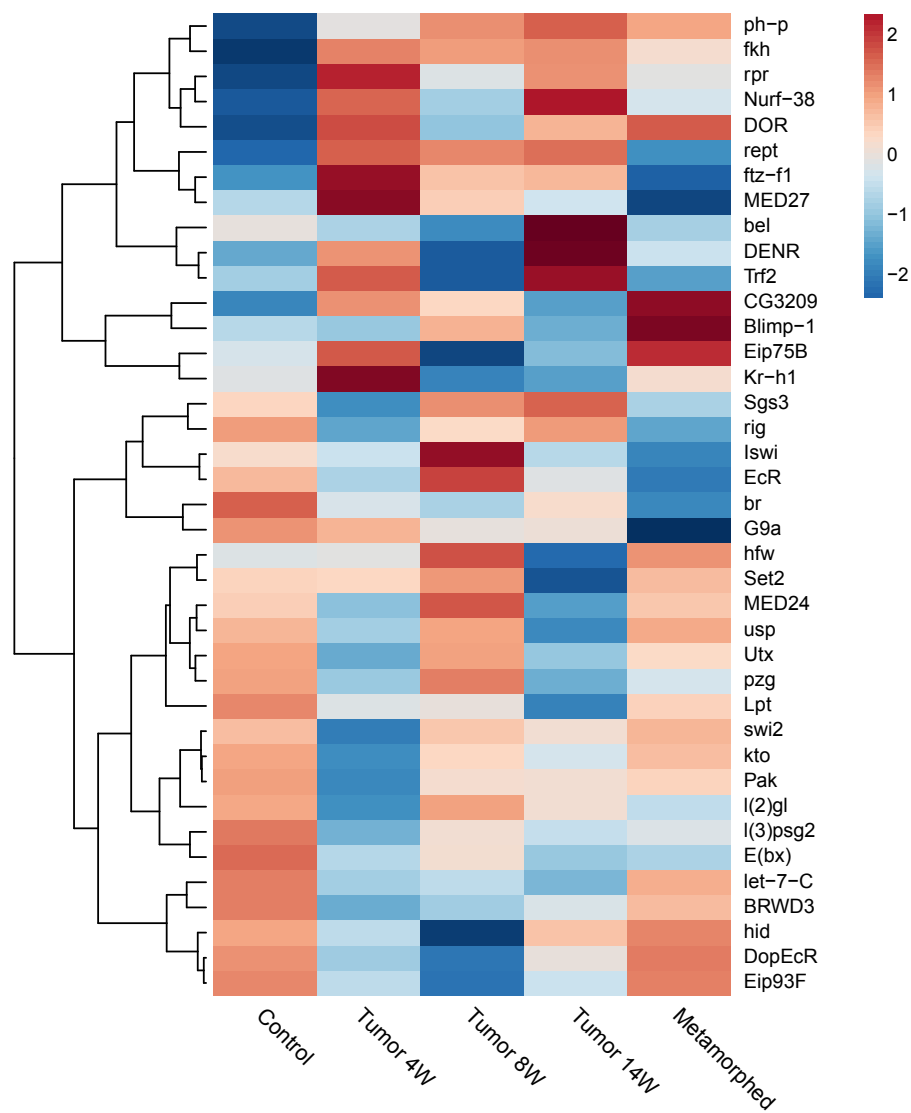

Supplementary Figure 4. Hierarchical clustering showing the expression level of all genes known to respond to ecdysone in control, tumour samples and metamorphed *ph<sup>505</sup>* cells.

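The heat map of Supplementary Fig. 4 uses the authors' library-normalized log2 CPM, scaled within each sample, so its colours rank genes within a sample and do not give a change between groups. Of the 39 gene symbols it names, 38 could be matched to the deposited genes and 37 passed the filter on low expression.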

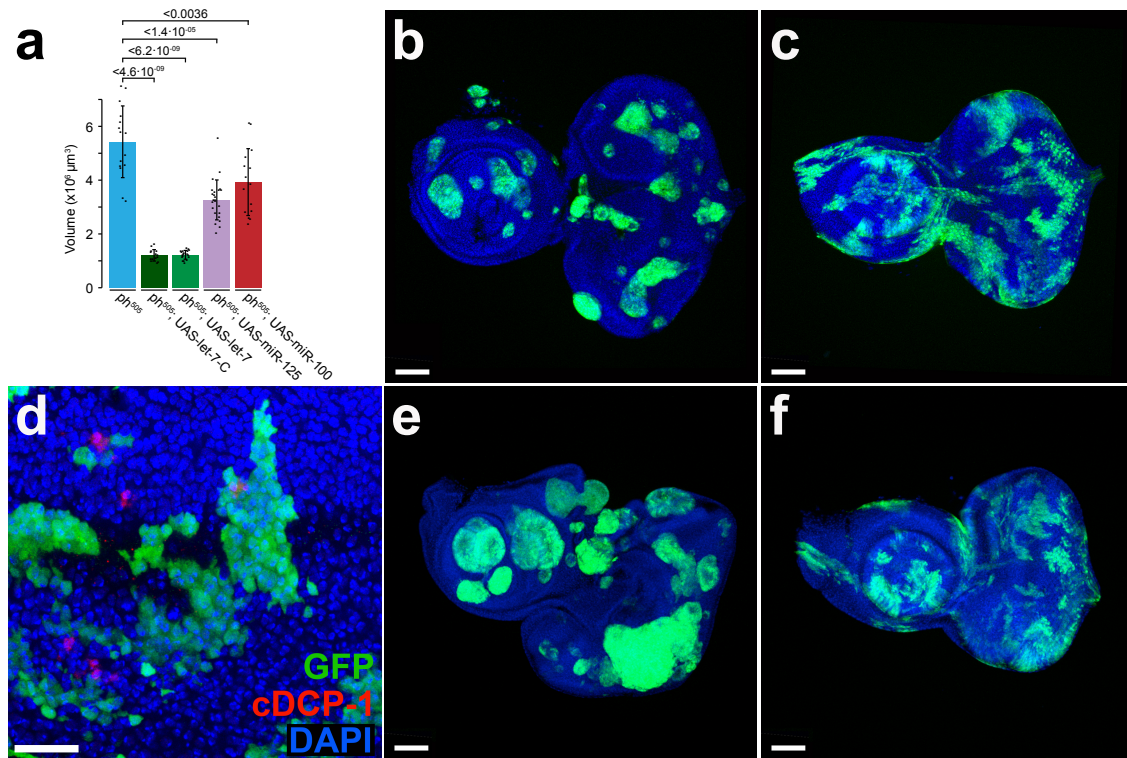

Supplementary Figure 5. **a**, Mean total volume of tumour clones in the eye-antennal discs of the different genotypes.  $n=15$  ( $ph^{505}$ ), 14 ( $ph^{505}; UAS-let-7-C$ ), 19 ( $ph^{505}; UAS-let-7$ ), 24 ( $ph^{505}; UAS-miR-125$ ), and 15 ( $ph^{505}; UAS-miR-100$ ), with error bars denoting the standard deviation. Significance was assessed using Welch's test. **b-f**, Representative confocal images of the eye-antennal discs at wandering third instar containing clones of  $ph^{505}; UAS-let-7$  (**b**),  $F19A; UAS-let-7$  (**c, d**),  $ph^{505}; UAS-RNAi-chinmo$  (**e**), and  $F19A; UAS-RNAi-chinmo$  (**f**). Note in **d**, most of the GFP-labelled cells over-expressing *let-7* do not show the expression of the apoptosis cell marker cDCP-1. Scale bars are 50  $\mu\text{m}$  (**b, c, e, f**) and 20  $\mu\text{m}$  (**d**).

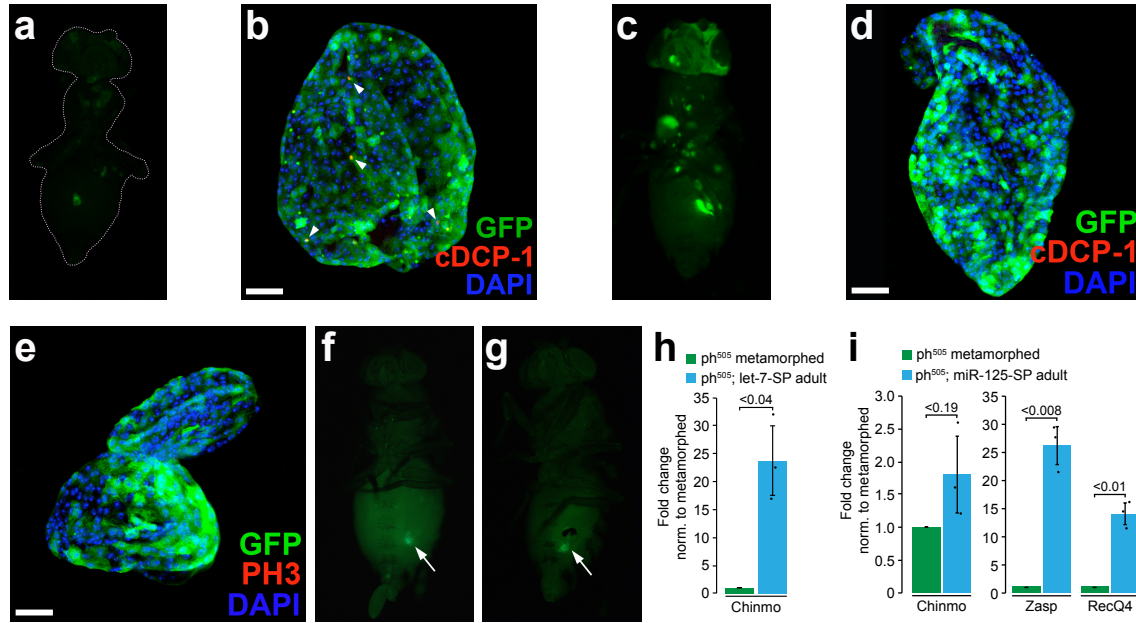

Supplementary Figure 6. **a**, A representative picture showing *ph<sup>505</sup>; UAS-mir-100-SP* cells stopped growing and disappeared in a two-week-old adult fly (indicated by dashed line). **b**, Apoptosis cell marker cDCP-1 was expressed in the *ph<sup>505</sup>; UAS-mir-100-SP* cells (arrowheads). **c**, A representative image showing *ph<sup>505</sup>; UAS-mir-125-SP* cells were still visible in a two-week-old adult fly. **d**, Apoptosis cell marker cDCP-1 was not expressed in the *ph<sup>505</sup>; UAS-mir-125-SP* cells. **e**, Mitosis cell marker PH3 was not expressed in the *ph<sup>505</sup>; UAS-mir-125-SP* cells. **f, g**, Adult *ph<sup>505</sup>; UAS-mir-125-SP* cells were transplanted into host flies (f, arrow), they did not give rise to neoplastic tumours but were still present after 4 weeks (g, arrow). **h**, Quantitative PCR analysis of the expression level of *chinmo* in *ph<sup>505</sup>* metamorphosed cells and in adult *ph<sup>505</sup>; let-7-SP* cells. **i**, Quantitative PCR analysis of the expression level of *chinmo* and two candidate targets of *miR-125* in *ph<sup>505</sup>* metamorphosed cells and in adult *ph<sup>505</sup>; UAS-mir-125-SP* cells. **h, i**, Bars denote the mean and standard deviation of three biological replicates (of three experiments conducted in total). P-values were calculated using the T-test. Scale bars are 50  $\mu$ m in all panels.

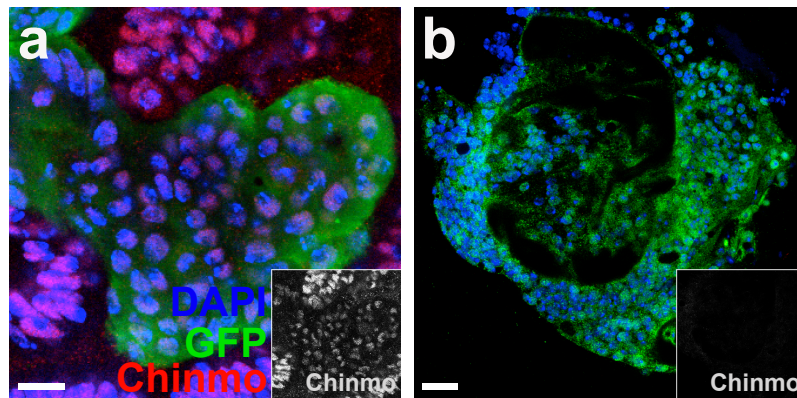

Supplementary Figure 7. Confocal images of immunostaining with Chinmo antibodies. At the third larval stage, Chinmo is expressed in the  $ph^{505}$  clones in the eye discs (**a**), scale bar is 10  $\mu\text{m}$ . At 48 hours after pupal formation, the expression of Chinmo is undetectable in the  $ph^{505}$  cells (**b**), scale bar is 20  $\mu\text{m}$ .

How the deposited data were processed for this re-analysis (not part of the article)

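RNA sequencing covered 12 samples, namely 3 of wild-type discs transplanted into adult hosts as control, 2 each of *ph*505 tumours at 4, 8 and 14 weeks of serial transplantation, and 3 of metamorphed *ph*505 cells. Each sample's group and replicate number was taken from the submitters' labels and the paper. All 12 samples were used.

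The authors aligned reads with TopHat and Bowtie to dm6 and deposited one table of log2 CPM made with edgeR, normalized for library size, for 17521 FlyBase gene identifiers. The paper's text names neither the read counter nor the gene annotation. Of the identifiers, 17215 had a symbol in the Ensembl release 115 annotation of BDGP6 (the dm6 assembly) and 306 did not. The design had assumed linear CPM, and the deposited values turned out to be on a log2 scale with a prior count of 2.0 reads on average. The prior was subtracted, which gave whole reads for 100.0% of the values, each sample's effective library size and linear CPM, and the test chosen for CPM was kept. Total reads on genes were 2072498 to 81447816 per sample, with a median of 23282446.5, a 39.3-fold range. The normalization factors in the deposited values ranged from 0.611 to 1.239. A count of 3 reads, taken as the smallest level a sample can show, stood between 0.042 and 1.18 CPM.

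Genes with a CPM of at least 1 in at least 2 samples (10177) were tested on log2(CPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend), in one model of the 5 groups. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The tumour group is the mean of the 3 ages. Gene lists were tested with camera at an inter-gene correlation of 0.01. The mean-variance trend of the model was kept in camera; with camera's own default, without the trend, the cell cycle list in tumours falls on the other side of the threshold, and both values had been seen when the setting was made final. The lists had been written from general knowledge of fly genes, since the GO annotation the paper used was not used here. Some list members could not be matched to the annotation, among them *br* of the ecdysone list. Clustering used k-means with k = 5 and 50 starts on the mean log2 changes to control. Exact permutation tests used SciPy 1.17.1, and tables and figures used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9.

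The genes named are those the paper names, members of a list where it is discussed, and, in tumours and in metamorphed cells against control, the 3 genes with the largest increase and the 3 with the largest decrease among those called and with no overlap between the samples. List members were narrowed to the highest and the lowest of each list and comparison. This narrowing was chosen after the data had been seen, and it replaced a first selection that had been made by hand once values were known.

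The same steps were tested on simulated data with 9605 genes tested. Of 196 genes changed by a log2 fold change of 3, 97.4% were called, with a median estimate of 2.66, and 8 of 9409 unchanged genes were called. These changes were made in the metamorphed samples only. In tumours against control of the same simulation, where no change was made, 0 genes were called. The simulated reads had a single dispersion for all genes and no trend with transcript length. These rates therefore need not hold for the real libraries.

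Groups share replicate numbers in the labels, so a fit with the replicate number as a block was set as an alternative. Across genes, deviations from the group means correlated with a mean of -0.02 between same-numbered samples and 0.01 between other samples. The 4-week and 14-week tumours with the same number correlated at 0.27. No samples of a group were duplicates of each other, with a chi-square per degree of freedom of at least 70.9 between any 2 replicates.

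The narrowing of the list members named and the trend setting of camera were settled after the data had been seen. So was the choice to run some tissue marker lists and some tests of explanations. Sample grouping, the other tests and gene lists, the naming rule before narrowing and a set of alternatives were fixed before the data were examined. These alternatives covered the pseudocount, the filter on low values, the scaling, the replicate block, the samples in the fit, the trend, the thresholds, the gene list test, the clustering and leaving out each sample in turn. Settings added after the data had been seen were the log2 values as deposited, limma-voom on the recovered reads, CPM of total reads, the removal of each sample's trend with transcript length (lowess, span 0.3), the replicate block with the 8-week numbers crossed, and camera without the trend. The control and tumour libraries were run on a different instrument from the metamorphed libraries, and no test here separates the instrument from the condition. Immunostaining, quantitative PCR and survival experiments in the paper were not analysed here.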

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

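The tests of explanations below were all chosen after the results they concern had been seen.

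Among the 6 tumours, 6 of 46 measures had a highest or lowest sample whose gap to the nearest other sample, divided by the whole range (Dixon's ratio), passed Dixon's 95% critical value. By chance 2.3 would do so. The *let-7-C* transcript had 15 reads in the second 8-week tumour and 0 in the 5 others (ratio 1.00), and *DopEcR* had 6 reads in the first 14-week tumour and 0 in the 5 others (ratio 1.00). With 0 reads in every other tumour the ratio is 1.00 for any sample with reads, and no explanation was tested for either gene. The first 8-week tumour had fewer reads on genes, 16619078, than the others, which had 21527654 to 24144498 (ratio 0.65).

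The remaining 3 measures stood apart in the second 14-week tumour. Its normalization factor was 0.611 against 0.965 to 1.15 in the other tumours (ratio 0.66). The gene FBgn0085364, which has no symbol in the annotation used, took 13.7% of its reads against 3.11% to 5.94% (ratio 0.73). The mean log2(CPM + 1) of the defence list was 1.83 against 1.12 to 1.30 (ratio 0.74). Genes of at most 500 exon bases (2387 genes) took 6.04% of the reads in this tumour and 1.34% to 2.45% in the others, a ratio of 0.76. The annotation used gives no length for FBgn0085364, so whether a bias of the library towards short transcripts bears on its share cannot be told. A difference of the tumour itself was not tested, and no explanation was tested for the defence list.

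The difference to control was not the same at 14 weeks as at 4 weeks for 10 genes, tested as a direct contrast of 2 tumours against 2. *E23*, *CG31705*, *CG9503*, *CG10444*, *dpr17*, *out* and *CG17646* were higher at 14 weeks, by log2 fold changes of 2.45 to 4.24, and *CG11275*, *CG9119* and *CR43086* were lower, by -3.94 to -2.64, with adjusted p between 0.019 and 0.041. These genes are named because they were called, after their values were seen. No technical or biological explanation was tested for them, and with limma-voom on the reads 0 genes were called.

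Marker genes of 8 tissues, which the paper does not discuss, were compared between metamorphed cells and control. The lists for haemocytes, glia, gut and for germline and ovary were run later than the other 4, once values of all lists had been seen. The mean log2 fold change was 4.06 for 16 adult photoreceptor markers, 2.32 for 14 muscle markers, 4.94 for 11 fat body and yolk markers, 3.32 for 8 odorant binding and antenna markers, 2.30 for 9 haemocyte markers, 2.34 for 6 glia markers and 0.77 for 8 gut markers. Of the glia markers 2 were called higher and 1 lower, and of the gut markers 3 higher and 1 lower. The 11 germline and ovary markers were lower, with a mean of -1.92, 0 called higher and 5 lower. In tumours against control the 8 lists had means between -2.18 and -0.66.

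RNA from other adult tissue, in amounts that differ between dissections, would make the markers of a tissue rise and fall together across the 3 metamorphed samples. The variation of the list mean across these samples was at percentile 100.0 of 10000 lists matched on mean expression for the photoreceptor, the muscle, the fat body and yolk and the gut markers, and at percentile 98.8 for the haemocyte markers. It was at percentile 31.9 for the odorant binding and antenna markers and 54.7 for the glia markers. The photoreceptor markers deviated by 0.06, 0.85 and -0.91 from their mean in metamorphed replicates 1 to 3, the muscle markers by 0.08, -1.25 and 1.17, the fat body and yolk markers by 0.64, -0.58 and -0.06, the haemocyte markers by -0.06, 0.62 and -0.56, and the gut markers by -0.41, 0.91 and -0.50. RNA from other tissue therefore remains a candidate explanation for these 5 lists. Covariation would also arise if the *ph*505 cells ran these programmes to different degrees, which these data cannot tell apart from it. For the odorant binding and antenna markers and the glia markers the test gave no sign of such a mixture. A constant share of other tissue in all 3 samples would not be seen by this test. The defence list, also higher in metamorphed cells than in control, was not put to the test. A contribution of other tissue to its increase therefore stays open.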

How the results depend on the processing

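The settings chosen only after results had been seen were the log2 CPM as deposited, limma-voom on the reads, CPM of total reads, the removal of the transcript length trend, the crossed 8-week numbers and camera without the mean-variance trend.

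Of 31 comparisons and cluster sizes, 12 kept their direction and their side of the threshold, or a count within 1.5 times, under each of the 13 to 16 alternatives run for them. These were the number of genes differing among the 5 groups (3817 to 5929), the genes lower in tumours than in control (1497 to 2652), the genes higher (1550 to 2236) and lower (1702 to 2696) in metamorphed cells than in control, the genes higher in metamorphed cells than in tumours (2224 to 2916), and the genes that differed from control at 4 weeks (2361 to 3618). The *chinmo* increase in tumours (log2 fold change 2.15 to 3.36, adjusted p from 2.2e-06 to 0.0044) and decrease from tumours to metamorphed cells (-3.16 to -2.79, adjusted p from 8.1e-07 to 1.9e-04) were also kept. So were the decrease of the neuronal differentiation list in tumours (-5.07 to -2.31, p from 7.9e-18 to 0.0074) and in metamorphed cells (-3.64 to -1.86, p from 4.6e-13 to 0.017), of the cell cycle list in metamorphed cells (-4.49 to -2.08, p from 4.6e-23 to 0.0016), and the increase of the defence list there (2.60 to 4.71, p from 5.8e-20 to 3.0e-04). For the results below that changed, the cause was not tested.

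The cell cycle list in tumours against control sits on the threshold. Its mean log2 change was 0.10, with an unadjusted camera p of 0.052, and over the alternatives that p ranged from 3.7e-04 to 0.45. An exact permutation test of the list means of the tumour and control samples gave p = 0.52. The list passed the threshold, with a mean of 0.10, with a pseudocount of 0.1, with no filter on low values, with only the groups compared in the fit, with the log2 CPM as deposited and with camera without the mean-variance trend. It also passed with the replicate block (0.11) and with the transcript length trend removed (0.45), and with CPM of total reads its direction reversed (-0.21) without passing. Both camera with and without the trend had been seen when the setting was made final.

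The developmental transcription factor list, 0.57 in tumours and 1.41 in metamorphed cells against control, lost its significance when camera used the correlation estimated from the data (unadjusted p of 0.12 and 0.082, the highest of ranges that began at 1.3e-05 and 2.1e-05). With fry in place of camera, the ecdysone list passed the threshold at -0.33 in tumours against control and at 0.60 in metamorphed cells against tumours, and over all alternatives the unadjusted p ranged from 0.0041 to 0.58 and from 1.8e-04 to 0.92. In tumours its direction reversed to 0.31 with the transcript length trend removed, short of the threshold.

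The decrease of *let-7-C* in tumours was -1.14 (adjusted p = 0.058) and its increase from tumours to metamorphed cells 0.93 (adjusted p = 0.096) after quantile normalization, and the increase was 1.18 (adjusted p = 0.065) with the transcript length trend removed. Over all alternatives the adjusted p ranged from 0.003 to 0.058 for the decrease and from 9.6e-04 to 0.096 for the increase. Its difference between metamorphed cells and control, -0.14 and not significant, became 0.00 with the log2 CPM as deposited and 0.44 with limma-voom on the reads, neither of them significant. For *chinmo* the same comparison, -0.35 and not significant, became 0.20 with the transcript length trend removed, also not significant.

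The number of genes higher in tumours than in control, 1463, was 943 with CPM of total reads and 926 with limma-voom on the reads. With limma-voom the genes differing from control were 824 at 8 weeks, against 1276, and 1682 at 14 weeks, against 2707. With only the groups compared in the fit, 953 genes differed at 14 weeks. Genes lower in metamorphed cells than in tumours were 2902 after quantile normalization, against 1829. Between 14-week and 4-week tumours 10 genes differed, against 5 with a pseudocount of 5, 3 after quantile normalization, 4 with CPM of total reads, and 0 with no filter on low values, with only the groups compared in the fit and with limma-voom, while 962 genes had an unadjusted p under 0.05 with all groups in the fit. With the replicate block 1 gene differed, and 1 with the replicate block and the 8-week numbers crossed, a pairing added because same-numbered 8-week tumours correlated at -0.11 with 4-week and -0.20 with 14-week tumours.

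With the replicate number as a block, 1324 genes were higher and 2049 lower in tumours than in control, 2130 and 1855 in metamorphed cells than in control, and 2673 and 1648 in metamorphed cells than in tumours, while 5178 differed among the 5 groups. Control, tumour and metamorphed samples come from different animals, and the deviations of same-numbered samples correlated at -0.02 on average. Whether same-numbered tumours of different ages belong to one line of transplantation is not given in the labels or the paper's text.

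Cluster sizes under each setting are given for the nearest cluster by its means, and several clusters had changed in shape. With an R² of at least 0.9 and an absolute log2 change of at least 2, the clusters held 152 (higher in tumours), 606 (higher only in metamorphed cells), 191 (lower only in metamorphed cells), 299 (moderately lower in tumours) and 242 genes (strongly lower in tumours). With a pseudocount of 0.1, 766 genes were higher only in metamorphed cells, 1485 lower only in metamorphed cells and 492 moderately lower in tumours, and with the log2 CPM as deposited these were 718, 1492 and 510. With k = 6 the clusters higher and lower only in metamorphed cells held 484 and 1178 genes. These clusters of 1485, 1492 and 1178 genes were not lower only in metamorphed cells, since at 4 weeks their means were -1.28, -1.30 and -1.32. The clusters of 492 and 510 genes were above control in metamorphed cells, with means of 2.02 and 2.09. The cluster strongly lower in tumours held 294 genes with a pseudocount of 5, 354 after quantile normalization and 1111 with profiles scaled to unit SD. With the transcript length trend removed, 1001 genes were lower only in metamorphed cells, 758 moderately and 329 strongly lower in tumours. With k = 4 there was no cluster of genes lower only in metamorphed cells.

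With each sample left out in turn, the genes higher in tumours ranged from 867 to 1678 and those differing between 14 and 4 weeks from 0 to 5. The cell cycle list in tumours ranged from -0.04 to 0.19. It passed the threshold in 7 of these 12 fits and reversed, without passing, in 1. The log2 fold change of *let-7-C* ranged from -2.53 to -1.38 in tumours and from -0.81 to 0.34 in metamorphed cells against control, and that of *chinmo* from -0.57 to 0.08 in metamorphed cells against control. Fits that would have left a tumour age with 1 sample were not made for results on that age, and for the F-test and the clusters only control and metamorphed samples were left out.

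Among 56 results on single genes, 17 changed under at least 1 alternative. Counting each result under each alternative, 30 were weaker, 9 stronger and 4 reversed. Leaving out a sample changed 10 results, 35 times when each fit is counted. The reversals were *ph-d* (-0.06) in tumours and *RnrS* (-0.00) in metamorphed cells with CPM of total reads, and *hid* (0.07) in tumours and *BRWD3* (0.35) in metamorphed cells with the transcript length trend removed, all against control and none significant. Tests of negative binomial models on the reads (edgeR and DESeq2) had been planned and were not run. The values were deposited as log2 CPM and not as counts, although whole reads could be recovered from them. On these recovered reads, limma-voom took the place of the planned tests.

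Depth limits the results on genes expressed at a low level. In control replicate 1, 3 reads stood at 1.18 CPM, above the level of *let-7-C* in control replicate 2 (0.556 CPM) and in each tumour.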

Differences from the paper's values

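The paper reports 2015 differentially expressed genes; 5687 genes differed among the 5 groups here. No alternative run for this count and set before the data were examined reached the paper's number. The closest was 3817 genes with an adjusted p under 0.01. An R² of at least 0.9 with a log2 change of at least 2 was run for the clusters only. Its clusters held 299, 152, 191, 606 and 242 genes, together closer to the paper's number.

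For cluster sizes, a gap counts as closed here when the sizes lie within 1.5 times of each other, so they need not match. For the cluster of genes raised in tumours, the paper's size is about 94 genes in Fig. 2f, read by eye, against 1357 genes here. None of the alternatives set before the data were examined closed that gap. For the cluster strongly lowered in tumours the paper's size is about 260 genes in Fig. 2f, read by eye, against 580 here. The gap closed with a pseudocount of 5 (294 genes), with quantile normalization (354) and with an R² of at least 0.9 and a log2 change of at least 2 (242), and stayed with the other alternatives set before the data were examined. With the transcript length trend removed, a setting chosen after seeing the values, it held 329 genes. For the cluster lowered in metamorphed cells the paper's size is about 380 genes in Fig. 2f, read by eye, against 626 here; it closed with a pseudocount of 5 (553 genes) and with none of the other alternatives set before the data were examined.

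The fifth cluster of the paper's Supplementary Fig. 3 is low in tumours and above control in metamorphed cells. None of the 5 clusters here was below control by at least 1 on the log2 scale at each tumour age and above control in metamorphed cells. The clusters moderately and strongly lower in tumours had means of -0.46 and -2.39 in metamorphed cells. A cluster of that shape did appear under 5 of the alternatives set before the data were examined, namely k = 6 (370 genes, mean 1.22 in metamorphed cells), a pseudocount of 0.1 (492 genes, mean 2.02), profiles scaled to unit SD (858 genes, mean 0.90), a CPM of at least 5 in at least 2 samples (1115 genes, mean 0.30) and an R² of at least 0.9 with a log2 change of at least 2 (299 genes, mean 1.14). With the log2 CPM as deposited, a setting chosen after seeing the values, such a cluster held 510 genes with a mean of 2.09.

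In Fig. 2g the paper shows *hid* and *DopEcR* as decreased in tumours. Here their log2 fold changes in tumours against control were -0.77 (limma, adjusted p = 0.081) and -1.23 (adjusted p = 0.17). For *hid* the difference passed the threshold when control replicate 3 or the first 4-week tumour was left out, and with CPM of total reads (-1.09, adjusted p = 0.031), a setting chosen after seeing the values. For *DopEcR* it passed with the replicate block (-1.99, adjusted p = 0.0077), and also with the 8-week numbers crossed (-1.99, adjusted p = 0.0068), a setting chosen after seeing the values. The legend of Fig. 2g also gives the 5 genes as upregulated in metamorphed cells. Against tumours all 5 were higher. Against control *Eip93F* was higher (3.37), and *hid* (0.58, adjusted p = 0.23), *DopEcR* (1.02, adjusted p = 0.32), *BRWD3* (-0.22, adjusted p = 0.69) and *let-7-C* (-0.14, adjusted p = 0.86) did not pass the threshold. With the transcript length trend removed, a setting chosen after seeing the values, *hid* was higher than control (0.98, adjusted p = 0.047).

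The paper describes *chinmo* as decreased in metamorphed cells. It was lower there than in tumours, by a log2 fold change of -2.84, and did not differ from control (-0.35, adjusted p = 0.49) under any setting. The paper's own curve in Fig. 2f, read by eye, is at about -0.3 against control in metamorphed cells. The values themselves therefore do not differ.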

Other observations

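Of the tests below, the comparisons with other splits of the samples and with equal depth were chosen before their results were seen, and the tests of transcript length, chromosome 4 and the *roX* genes only after.

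With the 2 groups of each comparison fitted alone, tumours against control called 2872 genes, metamorphed cells against control 3924 and metamorphed cells against tumours 4064. Of the 16 splits of the 9 tumour and control samples that part as many same-numbered samples, 1 split, the real one, called as many genes, and the next called 3. Over all 84 splits the next called 753. For metamorphed cells against control it was 1 of 4 comparable splits, with 0 genes in the others, and for metamorphed cells against tumours 1 of 16, where the next called 1 gene, or 55 over all 84 splits. The other splits part between 3 and 7 same-numbered pairs against 6 in the real split with tumours, and between 1 and 3 against 3 in the split of metamorphed cells and control. With so few comparable splits the share cannot fall under 0.05. Over all splits, 1 of 84 called as many genes in each comparison with tumours and 1 of 10 for metamorphed cells against control.

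More genes were called in metamorphed cells against control than in tumours against control, and the metamorphed libraries were the deepest. With all libraries thinned to the 2072498 reads of the smallest, 3916 genes were called in metamorphed cells and 3419 in tumours, of 10238 tested, so the greater depth does not by itself account for the order of the 2 counts. The difference between the counts was not tested against the spread of the samples, and the instrument remains confounded with the metamorphed group.

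Log2 fold changes in tumours against control fell with the exon length of the gene (Spearman rho across genes -0.46, over 9953 of the 10177 genes, which are not independent replicates), and in metamorphed cells against control rho was -0.21. Replicates of one tumour age also differed from each other with length. The difference of the second 8-week tumour from the first had a rho of 0.39, that at 4 weeks -0.27 and that at 14 weeks -0.30, whereas control replicates 2 and 3 differed from control replicate 1 with a rho of 0.03 and -0.06. A length bias that varies between libraries is therefore a candidate explanation for part of the trend in tumours. With each sample's trend removed, 2349 of the 3664 genes called in tumours were called again. The neuronal differentiation list stayed lower in tumours (from -3.37 to -2.63), so length does not fully explain its decrease. The other 2 results also still passed, and their values argue against the length trend as their cause. This judgement was made after the values had been seen. The cell cycle list in metamorphed cells hardly moved (from -2.84 to -2.81). For *chinmo*, a gene of 12618 exon bases, the trend runs against the increase in tumours, and the correction enlarged it (from 2.49 to 3.36, adjusted p = 2.2e-06). The increase of *let-7-C* from tumours to metamorphed cells went from 1.72 to 1.18 and no longer passed the threshold (adjusted p = 0.065, within a range of 9.6e-04 to 0.096 over its alternatives). The larger part of the difference remained, so the bias is a candidate explanation for a part of it only.

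Genes on chromosome 4 were lower than control in tumours and in metamorphed cells. Of its 96 genes tested, 73 and 72 were below 0. The median log2 fold change was -1.05 in metamorphed cells, while the medians of the other chromosome arms lay between -0.23 and -0.15 in tumours and between -0.09 and 0.05 in metamorphed cells. Set against the median of all genes, the shift was between -0.98 and -0.81 in tumours and between -1.17 and -1.02 in metamorphed cells over the 4 scalings tried. Of 10000 lists from other chromosomes matched on exon length and mean expression, 0 had a median as low in tumours and 0 in metamorphed cells, and the matched lists had medians of -0.45 and -0.14, against -0.19 and -0.03 for all genes. The median of chromosome 4 lay below that of the matched lists by a log2 difference of -0.54 in tumours and -0.91 in metamorphed cells. Length and expression level, on which the lists were matched, therefore carry a part of the shift in tumours and do not fully account for it in either comparison. Loss of a copy of chromosome 4 would lower its genes by about 1 in every sample only if their expression followed copy number. Whether it does was not tested. The shift of single samples ranged from -1.12 to -0.40, so a lost copy, perhaps in part of the cells, cannot be told apart from a regulation of these genes. No DNA was analysed here.

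The transcripts of *roX1* and *roX2*, which are made in male cells, stood at 1174 and 248 CPM in control replicate 1 and 3176 and 388 CPM in control replicate 2, and neither was above 8.26 CPM in the other 10 samples. Both genes, 2 of 2, were higher in these controls than in all other samples, which is consistent with RNA from male cells in those samples. The genes were singled out because of this pattern, and the labels give no sex for the discs, so the explanation cannot be settled here. A list of 11 germline and ovary markers was also higher in these controls, with mean log2(CPM + 1) of 2.68 and 2.92 against 0.29 in control replicate 3, and was lower in each tumour and metamorphed sample than in control replicates 1 and 2. No explanation was tested for these markers, and RNA from tissue of the host was not tested for them. That the hosts were females argues against host tissue as the source of the *roX* transcripts. No effect of sex on the other genes was tested.

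The mRNA of *ab* (FBgn0264442) stood at 961 to 2848 CPM in the 6 tumours, 279 to 511 CPM in the control and 5.00 to 16.2 CPM in metamorphed cells. Its log2 fold change was 1.93 in tumours against control (limma, adjusted p = 0.0014). It was -5.13 in metamorphed cells against control (adjusted p = 9.1e-07) and -7.06 in metamorphed cells against tumours (adjusted p = 7.3e-09). By age, the increase passed the threshold at 4 weeks (2.14, adjusted p = 0.0043) and 14 weeks (2.20, adjusted p = 0.0046). At 8 weeks it did not pass (1.44, adjusted p = 0.064). The gene *cmet* overlaps it on the opposite strand. The paper reports that the Abrupt protein was not detected by immunostaining in the tumours, the discs or the metamorphed cells.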
